# An Animal Model with a Cardiomyocyte-Specific Deletion of Estrogen Receptor Alpha: Functional, Metabolic, and Differential Network Analysis

**DOI:** 10.1371/journal.pone.0101900

**Published:** 2014-07-07

**Authors:** Sriram Devanathan, Timothy Whitehead, George G. Schweitzer, Nicole Fettig, Attila Kovacs, Kenneth S. Korach, Brian N. Finck, Kooresh I. Shoghi

## Abstract

Estrogen exerts diverse biological effects in multiple tissues in both animals and humans. Much of the accumulated knowledge on the role of estrogen receptor (ER) in the heart has been obtained from studies using ovariectomized mice, whole body ER gene knock-out animal models, *ex vivo* heart studies, or from isolated cardiac myocytes. In light of the wide systemic influence of ER signaling in regulating a host of biological functions in multiple tissues, it is difficult to infer the direct role of ER on the heart. Therefore, we developed a mouse model with a cardiomyocyte-specific deletion of the ERα allele (cs-ERα^−/−^). Male and female cs-ERα^−/−^ mice with age/sex-matched wild type controls were examined for differences in cardiac structure and function by echocardiogram and differential gene expression microarray analysis. Our study revealed sex-differences in structural parameters in the hearts of cs-ERα^−/−^ mice, with minimal functional differences. Analysis of microarray data revealed differential variations in the expression of 208 genes affecting multiple transcriptional networks. Furthermore, we report sex-specific differences in the expression of 56 genes. Overall, we developed a mouse model with cardiac-specific deletion of ERα to characterize the role of ERα in the heart independent of systemic effects. Our results suggest that ERα is involved in controlling the expression of diverse genes and networks in the cardiomyocyte in a sex-dependent manner.

## Introduction

Estrogen receptors (ER) are involved in multiple biological processes in a variety of tissues including the cardiovascular system, adipose tissue, and sex organs [1]. Generally, the actions of ERs are triggered upon binding of estrogens such as 17-β estradiol (E2), the predominant active form of estrogen [2]. Upon ligand binding, ERs mediate their response by two possible modes of action: genomic, which elicits a slow response, and non-genomic, which induces a rapid response. Genomic activation of ERs initiate transcription factors either by direct DNA interaction through estrogen response elements (ERE) or through ER-DNA indirect interactions by tethering with known transcription factors bound to the DNA [3]. The non-genomic actions, on the other hand, are mostly membrane-initiated and involve signaling cascades, such as the mitogen-activated protein kinase (MAPK) pathway, the cyclic adenosine mono-phosphate/protein kinase A (cAMP/PKA) pathway, or the endothelial nitric oxide synthase (eNOS) pathway [4]–[6].

ERs have been implicated in several pathophysiological conditions including diabetes and obesity with implications for cardiovascular disease [1], [7]. In the heart, cardiomyocytes express both sub-types of ER, ERα and ERβ, with significantly higher levels of ERα [8]–[10]. Mice with whole-body deletion of ERα have been shown to exhibit altered cardiac substrate preference, particularly uptake and maintenance of glucose in the heart [11]. Indeed, whole-body ERα knockout mice are obese and insulin resistant [12]–[14] and exhibit diminished rates of fatty acid (FA) oxidation in skeletal muscle [13]. ERα is also thought to possess cardio-protective properties, due to its ability to up-regulate expression of ApoE, an apolipoprotein that increases clearance of low density lipoproteins (LDL) from circulation [15], [16]. Similarly, ERβ has been reported to mediate sex-differences in ischemia/reperfusion injury [17], [18] as well as protect against left-ventricular hypertrophy (LVH) in females [19]. Interestingly, ERα and ERβ have also been reported to differentially modulate the expression of inflammatory markers, in particular that of inducible nitric oxide synthase (iNOS) [20]. Nevertheless, to date, the studies describing the role of ERs on the cardiovascular system were based on whole-body ER knockouts or on the effects of ER ligands, such as estrogen, on the heart, but with the caveat that such ER ligands also affect peripheral tissues. In light of the wide influence of ER signaling in regulating physiologic functions in multiple tissues, including systemic energy homeostasis, and considering that peripheral substrates can induce cardio-metabolic remodeling, it is difficult to infer the direct role of ER on the heart using whole-body KO models.

As a first step in characterizing the role of ERs in the heart, independent of systemic effects of ERs, we have generated a mouse model with a cardiomyocyte-specific deletion of ERα (cs- ERα^−/−^. The availability of mice with cs-ERα^−/−^ will enable, for the first time, to investigate the role of ERα in cardiac tissue independent of peripheral effects. In addition, since ERs are important therapeutic targets, development of *in vivo* models of selective modulation (such as cardiac specific deletion) will enable better understanding of ER effects in specific tissue [21], [22]. To that end, we characterized basal cardiac structure and function, and performed gene expression microarray profiling to determine differentially affected networks and pathways in male and female mice. Statistically validated results from the microarray analyses were used for pathway analysis, with emphasis on transcriptional factors and receptor networks (for deciphering genomic actions of ERα). Our findings indicate that cs- ERα^−/−^ manifests significant variations in the expression profile of genes involved in metabolism, cell growth and differentiation, muscle architecture, and relaxation. Finally, we delineate sex differences associated with the absence of ERα in the heart and identify key transcriptional/receptor hubs that are involved in ERα mediated regulation/signaling in cardiac tissue.

## Materials and Methods

All experiments were conducted according to a protocol approved by the animal experiment committee at Washington University School of Medicine in Saint Louis (IACUC Animal Welfare Assurance # A-3381-01) and in accordance to ‘Principles of laboratory animal care’ (NIH pub no. 85–23, revised 1985; http://grants1.nih.gov/grants/olaw/references/phspol.htm). Animals were housed in AAALAC-Accredited animal facility overseen by experienced veterinary personnel and animal care staff. Animals were euthanized via carbon dioxide inhalation, and all efforts were made to minimize suffering.

### Generation of cardiomyocyte specific ERα knockout mice

Mice with cardiomyocyte-specific ERα deficiency were generated by crossing mice with Exon 3-floxed ERα alleles obtained from NIEHS [23] with mice expressing Cre recombinase in a cardiomyocyte specific manner (α-MHC-Cre). Mouse tail digest was used for genotyping. PCR screening was performed for Cre recombinase using the forward primer CGGTCAACGTGCAAAACAGGCTCTA and reverse primer CTTCCAGGGCGCGAGTTGA TAGC. The expression of ERα in cardiac tissue of the knockout mice were quantitatively measured by qRT-PCR using ERα Specific Primetime Assay primers (IDT DNA, Coralville, Iowa). The sequences of the forward and reverse primer used are ATGGTCATGGTAAGTGGCA and CCTCTGCCATTGTCTAGCTT, respectively. Both male and female Knockout animals showed reduced expression of the ERα gene in the cardiac tissue as shown in Figure 1.

**Figure 1:**
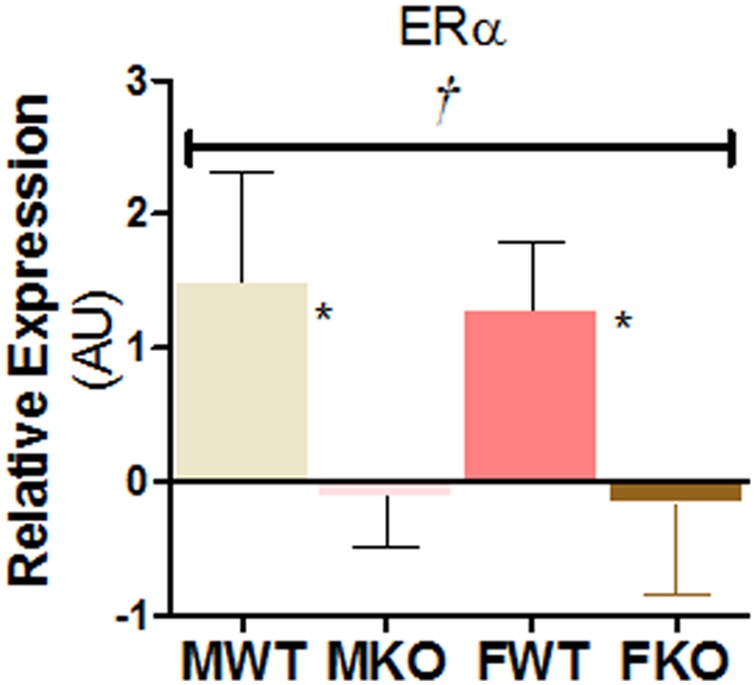
Extent of ERα knockout in the cardiac tissue: RNA from N = 3/group mice were isolated and expression analyzed using primetime assay primers from IDT DNA (Iowa). † represents genotype significance, Two-Way ANOVA and * indicates significant difference within sex (Contrast Analysis by Tumhane and Dunlop Method [37]). P<0.05 was considered significant for both.

### Animal Studies

Wild type (ERα^flox/flox^) and cardiomyocyte-specific ERα knockout (cs-ERα^−/−^) male and female mice of C57BL/6 phenotype were bred and maintained at Washington University School of Medicine animal facility. Mice had free access to regular diet and water. At approximately 18–20 weeks of age, four mice from each group (total of 16 mice) were sacrificed after drawing blood for biochemical analysis, and their hearts were isolated and flash frozen for further analysis. Serum was separated by centrifugation from the collected blood samples for measurement of non-esterified fatty acids (NEFA), triglycerides (TG) and cholesterol concentrations. All experiments were performed in compliance with the guidelines for the care and use of research animals established by Animal Studies Committee of Washington University in St. Louis School of Medicine.

### Biochemical analysis

Serum NEFA, TG, and cholesterol concentrations were determined by using commercial kits for NEFA (Wako Diagnostics, VA), TG (Infinity Triglycerides Reagent, Thermo Scientific, USA), and cholesterol (Infinity total cholesterol, Thermo Scientific, USA). These assays were performed by the Diabetes Research Center (DRC) at Washington University School of Medicine. Blood glucose concentrations were measured by using commercial blood test strips (Accu-Check, Roche, USA) by using a drop of tail blood.

### Echocardiogram

Echocardiograms were performed using non-invasive ultrasound imaging with the Vevo2100 Ultrasound System (Visual Sonics Inc., Toronto, Ontario, Canada) at 18–20 weeks of age as described previously [19]. Briefly, mice were anesthetized with Avertin (2% solution, 0.05 mg/g body weight, IP) and secured to the imaging platform. Complete 2-dimensional, M-mode, and Doppler examinations using a 30 MHz transducer were performed to quantify left ventricular structure as well as diastolic and systolic function. All dimensional measurements were indexed to body weight.

### Microarray analysis

Total RNA was extracted from ∼50 mg of pulverized cardiac tissues using Qiagen Universal RNA isolation kit (Qiagen, Frederick, MD) following the manufacturer’s recommended protocol. On-column DNase removal was performed and total RNA concentration and purity were measured by absorbance ratio at 260 nm and 280 nm. Total RNA quality was then determined by Agilent 2100 bio analyzer (Agilent Technologies) according to the manufacturer’s recommendations. All samples used in the study had a RNA integrity number (RIN) number of 7 or above. RNA amplification, hybridization, and detection were performed at the Genome Technology Access Center, Washington University in Saint Louis. RNA transcripts were amplified by T7 linear amplification (Message Amp Total Prep amplification kit; Life Technologies). For reverse transcription, 400 ng of total cellular RNA sample (11 µl) was mixed with an oligo-dT T7 primer (1 µl), reaction buffer (2 µl, 10x), dNTP mix (4 µl), RNase Inhibitor (1 µl), and Arrayscript RT enzyme (1 µl) and then incubated at 42°C for 2 h. After a three minute incubation on ice, the cDNA underwent second strand synthesis after addition of water (63 µl), 10x second strand buffer (10 µl), dNTP mix (4 µl), DNA polymerase (2 µl), and RNase H (1 µl). This cocktail was incubated at 16°C for two hours. Following a column cleanup using Zymo DNA Clean and Concentrator 5s (Zymo Research) according to the manufacturer’s protocol, in vitro-transcription (IVT) was carried out by adding 10x T7 reaction buffer (2.5 µl), T7 biotin-NTP mix (2.5 µl), and T7 RNA polymerase enzyme mix (2.5 µl) and then incubated at 37°C. The IVT reaction was carried out for 14 hours. Following reaction termination with water (75 µl), the amplified RNAs (aRNA) were cleaned with RNA columns provided in the MessageAmp TotalPrep kit. The aRNAs were then quantitated on a spectrophotometer, and quality determined by the Agilent 2100 bio analyzer (Agilent Technologies) according to the manufacturer’s recommendations. 750 µg of each aRNA in water (5 µl) was suspended in Illumina “HYB” buffer (10 µl), heated to 65°C for five minutes, and allowed to cool to room temperature. The samples were applied to Illumina Mouse Ref-8v2 Expression BeadChips and hybridized at 58°C for 16–20 hours at high humidity. Arrays were washed according to Illumina standard protocol. Immobilized, biotinylated aRNAs were then detected by staining with cy3 streptavidin (1 µg cy3-SA per 1 ml of Illumina “Block E1”) for 10 minutes at room temperature. Arrays were washed and dried according to Illumina standard protocol. Arrays were scanned on an Illumina BeadArray Reader. Laser power and PMT voltage were kept constant for Cy3 scans. Images were quantitated by Illumina Beadscan, v3.

### Statistics and data analysis

Structural parameters from ECHO were normalized to body weight prior to statistical analysis. Echo and substrate data were analyzed using a 2-Way ANOVA model (Sex, Genotype, Sex*Genotype). Microarray data were imported into Illumina Genome Studio software. On-array spot replicates were averaged by Genome Studio and individual spot probe was reported. The bead chip data were normalized using the cubic spline method in the Illumina Genome Studio software package and exported in log_2_ metric. Raw and normalized data sets for all samples involved have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (GEO) repository under the accession number GSE55936.

A replicated (n = 4) 2^2^ factorial design was used to investigate the patterns of differentially expressed genes between sexes, genotypes, and any interactions between these two factors (male and female mice of wild type and cs-ERα^−/−^genotypes). The 16 samples were divided between two Illumina Mouse Ref-8v2 Expression Bead Chips in a pattern sufficient to identify and correct for batch effects, if any, between chips. Probe sets were filtered from the data set if fewer than 3 replicates in any group had detection p-values greater than 0.05. The filtered data were imported into the statistical program Partek Genomics Suite v6.6 for analyses. Initially, a three-way ANOVA model with interaction (sex, genotype, batch and sex*genotype) was applied to identify possible batch effects and if necessary to adjust the data accordingly. The 3-way ANOVA model was reapplied to the batch adjusted data to determine statistical differences, and this analysis was followed by contrast comparisons using Fisher Least Squares difference to determine the statistical significance. Fold changes between groups were calculated as the antilog of the log ratio of the two groups of interest (i.e. KO/WT, female/male). It was expected that the statistical noise (frequency of false positives) would be greater at low fold changes. Therefore, to confirm the sensitivity of the analysis with respect to fold change, the analysis was repeated on 20 different random combinations of the 16 Bead Chips. The distribution of fold changes for probe sets with a p-value <0.05 from the real combinations are plotted in Figure 2A (between sex) and 2B (between genotype) along with the average number obtained from the 20 random combinations. This analysis indicates that, even for fold changes as low as +/−1.1; the number of probe sets identified in the actual combination is higher than that expected by chance alone. The false discovery rate method of Benjamin and Hochberg was applied to the p-values from the ANOVA and contrast analysis. The number of statistically significant genes as a function of false discovery rate (FDR) level is shown in Figure 2C for both the genotype and sex differences. The purpose of this analysis was to determine a FDR level that would minimize the number of false positives at low fold change level and still provide a sufficient number of hits for downstream analysis. As seen in Figure 2C, an FDR of 0.05, the conventionally accepted level, identifies 208 genes with a genotype difference and 56 genes with sex differences. Although application of an FDR = 0.05 reduces the number of positive hits in the true comparison, the analysis totally eliminates false positive hits in the random combinations as depicted in Figure 2A & 2B.

**Figure 2:**
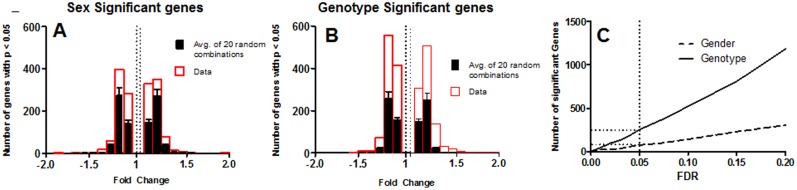
Statistical analysis and validation: Histogram for the number of significant genes and their fold changes from the actual combination of Bead Chips compared to 20 random combinations (p<0.05) are shown for both (A) sex and (B) Genotype. This shows the number of significantly identified genes in the actual combination is higher than number of false positives expected, even at low fold change. Number of significant genes as a function of FDR value is shown, at every FDR level genotypic variation is larger than the (C) sex variation. When corrected for multiple comparison (FDR) no significant fold changes are identified in any of the random combination until FDR = 0.20. Significant genes were calculated using Partek Genomics Suite, using three way ANOVA model on filtered dataset for signal intensity and batch effect (13, 155 probe sets of 25179) and p value <0.05, corrected for FDR <0.05.

### Gene Ontology (GO) and Pathway Analyses

For exploratory analysis, Hierarchical clustering (HCL) of the significant genes was carried out using Partek genomics suite. HCL analysis was performed on intensity data derived from the ANOVA analysis yielding 254 and 74 probe sets that are differentially expressed between genotype and sex, respectively. The fold changes were subject to normalization, shifting genes to mean of zero and standard deviation of one prior to clustering. Clustering was performed with complete linkage where the distance between two clusters is equal to the distance between the two furthest members of those clusters. The results from clustering analysis are provided in the Figure S1 and S2.

#### Gene Ontology (GO) Analysis

The significant gene lists, both for genotype and sex variations, were analyzed using Metacore. Analysis of the significant probe sets revealed that there were 208 and 56 identifiable unique genes that were different between genotype and sex, respectively. The gene set thus identified at the FDR 0.05 level was used to identify GO pathways and processes. GO was primarily used to probe the cellular localization of genes, the processes in which they are involved, the metabolic networks, and their potential pathways.

#### Pathway Analysis

To investigate the biological functions of the differentially expressed genes, pathway analysis was conducted using MetaCore. Analysis was performed using the 208 genes that were different between the knockout and wild type mice and for the 56 genes that were different between sexes. The dataset containing gene identifiers and corresponding expression values were uploaded on to the web portal and the identifiers were mapped to its corresponding object in MetaCore’s knowledgebase. Networks for the identified and mapped molecules were then algorithmically generated based on their connectivity. As our interests were primarily on the modulation of genomic actions by ERα, we conducted enrichment analysis for pathways and built network for transcription factors and receptors for the gene list. The transcription factor network analysis generates a list of transcription factors that have targets among the uploaded gene list, and the receptor network generates a list for which ligands are present in the uploaded data set. It then draws the shortest paths between these lists. The networks were generated and scored.

FDR threshold has been argued to be too restrictive in conducting pathway analysis [24]. Therefore, to gain a broader insight on altered pathways, we have relaxed FDR thresholding. We used the Compare Experiment Workflow module within MetaCore to compare variations in gene expression between male knockout mice to female knockout mice, normalized to their respective controls. The data identified the intersection network nodes on Metacore’s various ontologies from the two sexes.

## Results and Discussion

In this work, we report on the generation of mice with cardiomyocyte-specific deletion of ERα (cs-ERα^−/−^ mice). In contrast to whole-body ERα knockout mice, which are obese [12] and exhibit significantly increased serum substrates (e.g., triglycerides, cholesterol, glucose) [13], cs-ERα^−/−^ mice were viable, overtly normal, and did not display significant variations in serum substrate concentrations nor weight (Figure 3). This observation underscores the significance of using an animal model with cardiac specific knockout of ERα in place of whole-body ERα knockout to investigate the role of ERα in the heart since the latter can result in cardio-metabolic remodeling due to systemic effects of ERα.

**Figure 3:**
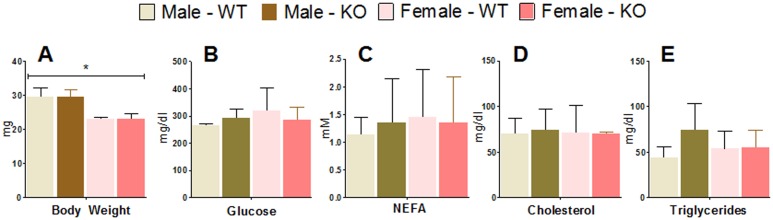
Weights and Serum substrate levels of wild type and cs-ERα−/− . (A) Weight of mice at the time of study ranging 18–20wks. Serum substrate concentrations of (B) Glucose, (C) NEFA, (D) Cholesterol and (E) Triglyceride were determined by spectroscopic analysis. Data are represented as mean ± SD (N = 4 for each category). *indicates sex difference P<0.05, Two-Way ANOVA.

To characterize the role of ERα in the heart at baseline, we assessed differences in cardiac structure and function as well as performed microarray gene expression profiling on cs-ERα^−/−^ in comparison WT mice. Two–way ANOVA of echocardiographic measurements revealed that with the exception of the peak velocity of systolic mitral annular motion (S’), there were no significant genotypic variations in the remaining functional parameters. However, sex differences were observed in multiple structural parameters, such as, left ventricle posterior wall diameter, the left ventricle internal dimension, and the inter-ventricular septum (Table 1).

**Table 1:** Echocardiographic measurements.

	Male WT	Female WT	Male cs-ERα^−/−^	Female cs-ERα^−/−^	Stats
***Structural***					
LVPWId (mm/g)	0.03±0.003	0.04±0.002	0.03±0.006	0.039±0.003	a
LVPWIs (mm/g)	0.05±0.002	0.06±0.003	0.05±0.008	0.061±0.009	a
LVIDId (mm/g)	0.12±0.002	0.15±0.011	0.11±0.008	0.132±0.002	a, b
LVIDIs (mm/g)	0.06±0.005	0.08±0.010	0.006±0.005	0.067±0.003	a, b
IVSd	0.870±0.06	0.890±0.04	0.890±0.1401	0.940±0.064	a
IVSs	1.420±0.15	1.430±0.092	1.450±0.134	1.510±0.256	a
LVM	112.63±20.23	107.65±17.18	95.74±12.60	92.04±6.16	
LVMI (mg/g)	3.790±0.45	4.660±0.69	3.250±0.45	3.980±0.09	a, b
***Functional***					
FS (%)	48.68±3.16	47.01±3.47	45.80±2.91	48.88±2.44	
E’ (mm/s)	42.41±7.77	36.78±4.78	33.16±5.45	41.08±9.90	
A’ (mm/s)	33.16±6.22	N/A	N/A	N/A	
S’	34.63±1.44	28.17±3.10	26.84±2.98	28.32±4.10	b, c
IVCT (ms)	5.80±2.05	6.96±2.72	7.78±1.43	7.49±1.74	
ET	38.05±3.66	42.11±2.26	38.33±4.18	41.86±3.52	
IVRT (ms)	11.52±3.65	10.20±1.61	12.67±2.20	11.57±1.78	
Tei Index	0.45±0.09	0.41±0.10	0.53±0.04	0.46±0.08	

All dimensional measurements were indexed to body weight. FS, fractional shortening; E, peak velocity of early diastolic trans-mitral flow; A, peak velocity of late (atria) diastolic trans-mitral flow; S’, peak velocity of systolic mitral annular motion; E’, peak velocity of early diastolic mitral annular motion; A’, peak velocity of late (atrial) diastolic mitral annular motion; IVCT, iso-volumic contraction time; ET, LV ejection time; IVRT, iso-volumic relaxation time; Tei Index, LV performance index calculated as (IVCT+IVRT)/ET. Values given as mean ± SD (N = 4/group). N/A, not available; ^a^denotes sex significance between male and female mice; ^b^denotes genotypic significance between wild type and cs-ERα^−/−^ mice; ^c^Interaction term of ANOVA analysis was significant; P<0.05 was considered significant.

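Hearts of 4 male and 4 female cs-ERα−/− mice and of 4 male and 4 female WT mice (ERα flox/flox) were profiled, 1 Illumina MouseRef-8 array per mouse. Esr1, the gene deleted in cardiomyocytes, has 2 probes on the array, and both were at background on all 16 arrays, in WT and cs-ERα−/− hearts alike, so the arrays do not check the deletion. Esr2, which encodes ERβ, was detected on 0 of 16 arrays by any of its 3 probes. Eif2s3y, a translation factor gene on the Y chromosome, was detected in 8 of 8 males and 0 of 8 females, and Xist, the RNA that silences an X chromosome, in 0 of 8 males and 8 of 8 females. Myh6, the α-MHC gene whose promoter drives the Cre recombinase, has 2 probes, and the brighter lies near the top of the range of the array, where a difference would hardly show. The other, at a log2 signal of 12.22 to 12.45 in the 4 groups, differed between genotypes by 0.02 (standard error 0.09, adjusted p = 0.956 from limma). The paper's text names no WT mice that carry Cre, so effects of Cre and of the loss of ERα cannot be separated.
The authors averaged the bead replicates of each probe in Genome Studio. Their deposited signals are background-subtracted intensities on a linear scale, each with a detection p-value against the negative control beads, and their normalized values are intensities after the cubic spline, also linear. The signals were background-corrected with neqc (offset 16), quantile-normalized and put on the log2 scale. Of 25697 probes, 12246 had a detection p under 0.05 on at least 3 of the 4 arrays of a group and were tested, covering 8581 named genes, each given by its brightest probe. Male WT hearts had 11492 to 11956 detected probes, female WT hearts 11794 to 11981, male cs-ERα−/− hearts 11882 to 12203 and female cs-ERα−/− hearts 11945 to 12610. A linear model of the 4 groups gave the genotype effect (cs-ERα−/− minus WT), the sex effect (female minus male), their interaction and the genotype effect within each sex, with p adjusted over all probes tested. No label names the BeadChip of an array, so the model has no chip term.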

Microarray analysis was performed to characterize variations in gene expression pattern attributed “genotype” and “sex”. ANOVA analysis of the microarray data with a FDR = 0.05 identified 208 genotype-specific genes and 56 sex-specific genes whose expression levels were significantly altered between cs-ERα^−/−^and WT mice (Table 1 and 2). 

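Among named genes, Timp1, an inhibitor of matrix metalloproteinases, had the largest rise in cs-ERα−/− hearts. Its log2 signal was 9.06 ± 0.46 (SD, n = 8 mice) against 7.38 ± 0.23 (SD, n = 8) in WT hearts, a difference of 1.68 (standard error 0.13, adjusted p = 4.84e-08 from limma). Lgals3, a lectin of macrophages, was at 9.20 ± 0.35 against 8.00 ± 0.17 (SD, n = 8 each), and Nppa, the precursor of atrial natriuretic peptide, at 14.92 ± 0.20 against 13.90 ± 0.40 (SD, n = 8 each). Dennd2a, a regulator of Rab GTPases, showed the largest fall, from 8.25 ± 0.08 in WT to 7.42 ± 0.11 in cs-ERα−/− hearts (SD, n = 8 each; adjusted p = 1.92e-08). In each of these genes no cs-ERα−/− mouse overlapped a WT mouse. Further rises were those of Atp2a1, the calcium pump of fast skeletal muscle (1.39 on the log2 scale, adjusted p = 7.64e-05), and Lcn2, an iron-binding protein of inflammation (1.06, adjusted p = 5.56e-05). Exoc2 of the exocyst fell by 0.66 (adjusted p = 4.81e-07) and Ctnna3, the α-catenin of the intercalated disc, fell by 0.65 (adjusted p = 3.65e-05).
For genotype, 458 probes passed an adjusted p under 0.05, 298 of them higher and 160 lower in cs-ERα−/− hearts. They stood for 387 named genes, of which 251 had a probe that rose and 137 a probe that fell. For sex, 155 probes passed, 78 higher and 77 lower in females, in 130 named genes. Hsd11b1, which activates glucocorticoids, fell by 1.30 in females on the log2 scale (standard error 0.07, adjusted p = 2.71e-11), and Kdm6a, a histone demethylase on the X chromosome, rose by 0.86 (standard error 0.08, adjusted p = 1.5e-07). Of the 208 genes of Table 2, 195 were measured. By the brightest probe of each, 191 had the direction of the table and 156 passed the test here, and 165 had any called probe. Asph, Gosr2, Rnf135 and Trim21 had the opposite direction, but each had another probe in the direction of the table. Of the 56 genes of Table 3, 55 were measured. By the brightest probe, 53 had the direction of the table and 42 passed, and 44 had any called probe. Both tables were drawn from the same arrays and are not independent evidence. With median scaling in place of quantile normalization, 131 probes passed for genotype and 79 for sex.

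**Figure D1:**
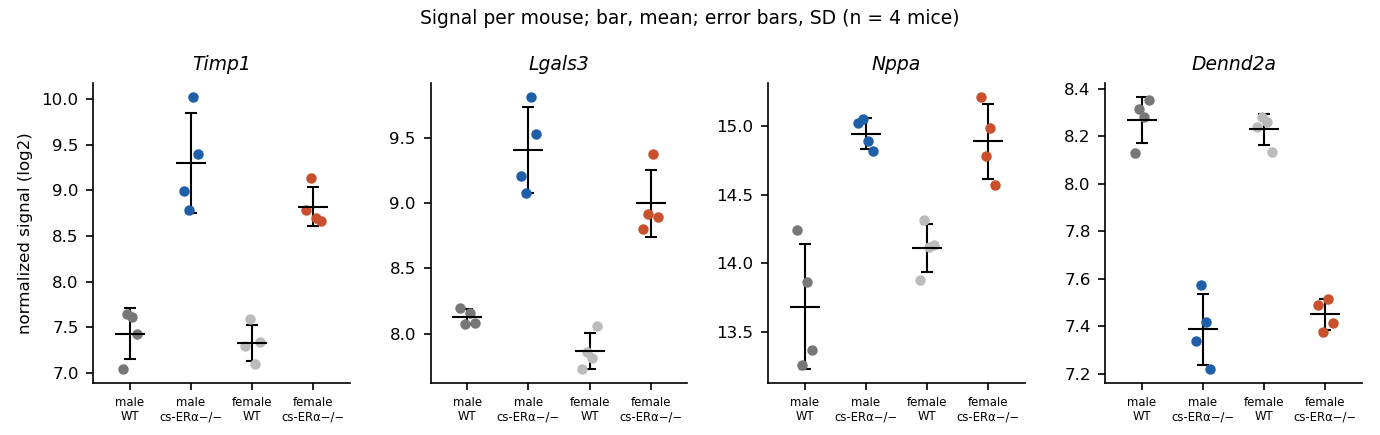
Log2 signal of genes named for the genotype effect, with 1 point per mouse by group and the mean with SD. Timp1 averages 9.06 in cs-ERα−/− and 7.38 in WT hearts, and Dennd2a 7.42 and 8.25.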

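Serpina3n, an acute-phase protease inhibitor, rose in cs-ERα−/− hearts by 1.22 on the log2 scale (standard error 0.20, adjusted p = 0.0011 from limma) and was lower in females, with a female minus male difference, averaged over genotypes, of -1.50 (standard error 0.20, adjusted p = 0.000134). Slc51a, listed as Osta in the tables, a subunit of a steroid transporter, rose both in cs-ERα−/− hearts (0.79, adjusted p = 2.16e-06) and in females (0.48, adjusted p = 0.00204). Acta1, the α-actin of skeletal muscle and of the fetal heart, rose by 1.03 in cs-ERα−/− hearts and fell by 0.88 in females, though the ordinary (unmoderated) linear model, which lacks the batch term of the methods, did not call its sex difference (0.142, in a range of 0.00264 to 0.142 over 10 alternatives), nor did the model without the intensity trend. Named genes with a called probe in both comparisons numbered 19, where 5.86 would be shared by independent lists. Both lists come from the same arrays, and a gene with a low variance or several probes is more easily called in both, which that number leaves out. The direction in cs-ERα−/− hearts and in females was the same for 11 of these genes and opposite for 8. The ordinary linear-model test gave 9 shared genes where 2.2 would be shared by independent lists, and median scaling gave 7 where 0.798 would be.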

With the exception of 8 genes, there was no overlap between the panel of genotypic- and sex- specific genes. The sensitivity of our analysis was confirmed by randomization of the dataset as explained in the methods section and is shown in Figure 2. 

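Small changes made up much of what was called. Fahd1, an oxaloacetate decarboxylase of mitochondria, rose by 0.21 on the log2 scale in cs-ERα−/− hearts (adjusted p = 0.00386 from limma), and Pkia, an inhibitor of protein kinase A, fell by 0.17 (adjusted p = 0.0169). Median scaling ended both calls, with an adjusted p of 0.617 for Fahd1 (0.00287 to 0.617 over its 10 alternatives) and 0.366 for Pkia (0.0122 to 0.366), and Pkia was also lost without the intensity trend. The called probes had a median absolute log2 change of 0.315 for genotype, where 157 were under a fold of 1.2, and of 0.39 for sex, where 27 were. At an unadjusted p under 0.05 there were 2152 probes for genotype and 1581 for sex, where 612.3 would come by chance. Exchanging genotype labels within each sex, in 99 other splits, called at most 5 probes and none in 93 of the splits. Exchanging sex labels within genotype called at most 1 probe and none in 97 of 99. In values simulated with the spread of these arrays, a log2 change of 0.3 was recovered for 58.2% of changed probes by genotype and 53.7% by sex, and a change of 0.6 for 92.5% and 85.1%.

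**Figure D2:**
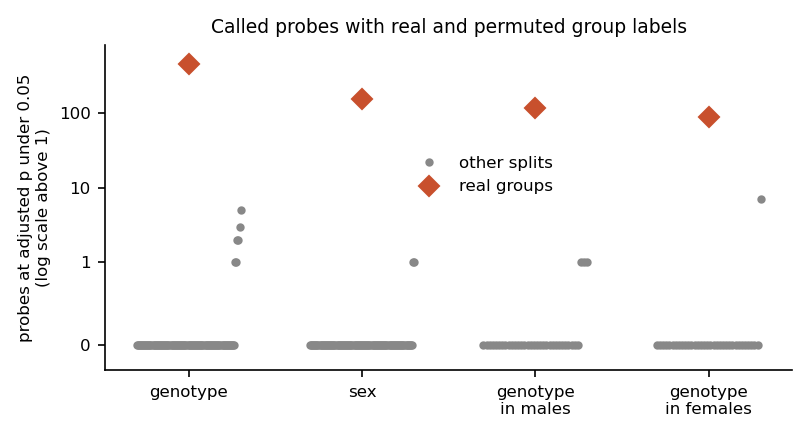
Number of probes called for the real labels and for each other split of the labels, for the genotype and sex comparisons and for genotype within each sex, on an axis that is logarithmic above 1. Other splits call at most 5 probes for genotype, 1 for sex, 1 in males and 7 in females.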

To characterize these differences, GO analysis was carried out to identify gene-product differences in cellular localization, processes, and metabolic networks. The GO analysis suggested that gene-product differences linked to the genotype are distinct from those linked to the sex difference (Figure 4 and 5). In addition, pathway enrichment analysis was performed to delineate the pathways in which ERα participates, either directly or indirectly.

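Gene lists were drawn up before the data were examined, but after the paper's tables, which come from these arrays, had been seen. Lists that hold genes of those tables are therefore not independent of these arrays. Markers of macrophages and other myeloid cells were higher in cs-ERα−/− hearts, where 18 of 31 measured genes rose and 0 fell (27 rose when adjusted over the list alone). Complement C1qb rose by 0.39 on the log2 scale, the mannose receptor Mrc1 by 0.38 and the lysozyme Lyz1 by 0.48 (adjusted p = 0.00111, 0.00036 and 0.00013 from limma), where median scaling ended the call of C1qb (0.0541, in a range of 0.000646 to 0.0541 over 10 alternatives). In the female minus male difference, averaged over genotypes, the same list had a median of -0.169 and all 31 genes had a negative sign, though 0 of them passed over all probes and 8 fell when adjusted over the list alone. With the leading principal component of the residuals as a covariate, Laptm5 (0.0463, in a range of 0.0127 to 0.825 over 10 alternatives) and Mrc1 (0.0346, in a range of 0.0311 to 0.757) passed, as they did in 2 and 4 of 16 fits that left out 1 array. That component is drawn from the residuals of the same fit, so it narrows the spread and calls gained with it are little support. With the replicate number as a block, Laptm5 (0.0127), Mrc1 (0.0311) and Lgals3 were called lower in females. Of 27 interferon-responsive genes, 26 had a positive sign in females and 1 passed (5 when adjusted over the list alone), Usp18, which removes ISG15 from proteins (0.36, adjusted p = 0.0029). In a competitive test of each list against all other genes (camera), the myeloid list had an adjusted p of 6.49e-26 for genotype and 8.96e-10 for sex, and the interferon list 1.64e-06 for sex. With a correlation estimated from the arrays, the myeloid genotype call held (0.0142) and both sex calls did not (adjusted p = 0.285 with an estimated correlation for the myeloid list and 0.468 for the interferon list). Of 28 lists, 11 passed for genotype and 7 for sex, and 4 and 0 with an estimated correlation, where permuted labels gave a median of 3 lists and up to 14 for genotype and 9 for sex. Of the 31 myeloid genes, 12 stand in the paper's tables.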

**Figure 4:**
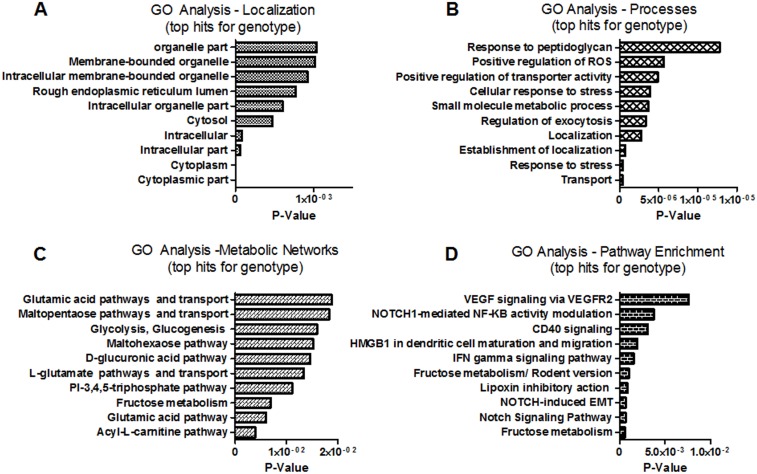
GO Enrichment Analysis for top hits of genotype significant Genes: GO Term analysis were performed using GeneGo on the list of significant genes varying by genotype, FDR <0.05. Top 10 hits (where applicable) is presented for (A) Localization, (B) Cellular Processes, (C) Metabolic Networks, and (D) Pathway Enrichment. P values for GO analysis are calculated based on hypergeometric distribution. The P-values on the graph indicate the probability of mapping of an experiment to a process to arise by chance.

**Figure 5:**
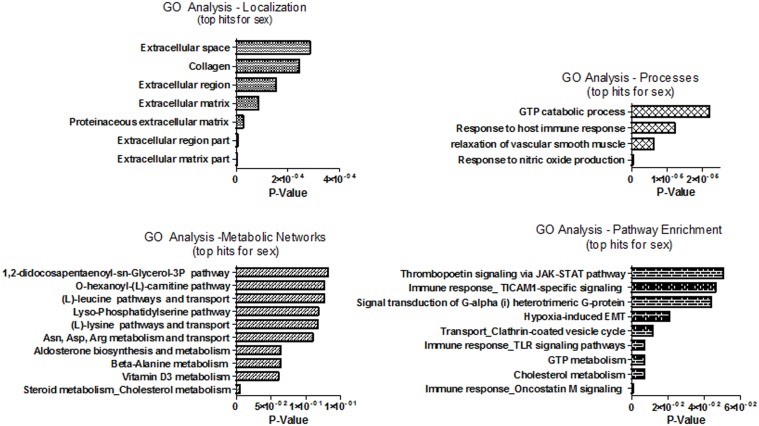
GO Enrichment Analysis for top hits of sex significant Genes: GO Term analysis were performed using MetaCore from GeneGo on the list of significant genes varying by sex, FDR <0.05. Top 10 hits (where applicable) are presented for (A) Localization, (B) Cellular Processes, (C) Metabolic Networks, and (D) Pathway Enrichment. P values are calculated based on hypergeometric distribution. The P-values on the graph indicate the probability of mapping of an experiment to a process to arise by chance.

**Table 2:** List of significant, differentially expressed genes, attributed to genotype (P<0.05, 2-Way ANOVA) between ER Alpha KO and Wild type mice.

Gene Name	Symbol	FC	p.value
RNA binding protein, fox-1 homolog	A2bp1	−1.16	1.87E-04
4-aminobutyrate aminotransferase	Abat	1.35	3.27E-04
ATP-binding cassette, sub-family A (ABC1), member 8	Abca8a	1.17	7.17E-04
ATP-binding cassette, sub-family B (MDR/TAP), member 8	Abcb8	−1.16	1.82E-04
Acyl-CoA dehydrogenase, C-2 to C-3 short chain	Acads	−1.16	3.48E-04
Acyl-CoA thioesterase 7	Acot7	−1.19	1.07E-05
Acyl-CoA synthetase medium-chain family member 5	Acsm5	−1.41	3.29E-04
Aminoacylase 1	Acy1	−1.12	9.22E-04
Adenylosuccinate synthase like 1	Adssl1	1.19	4.11E-05
Aldo-keto reductase family 1 member B3	Akr1b3	1.29	6.88E-07
Aldolase B, fructose-bisphosphate	Aldob	−1.81	2.66E-05
Amylase, alpha 1	Amy1	−1.25	8.52E-05
Ankyrin repeat domain 1 (cardiac muscle)	Ankrd1	1.67	2.55E-05
Anoctamin 10	Ano10	−1.64	1.12E-04
Amyloid beta (A4) precursor protein-binding, family B, member 1 (Fe65)	Apbb1	−1.23	1.28E-04
Asialoglycoprotein receptor 2	Asgr2	−1.18	1.63E-04
Aspartate beta-hydroxylase	Asph	1.34	2.29E-05
ATPase, Ca++ transporting, cardiac muscle, fast twitch 1	Atp2a1	2.11	1.20E-04
ATPase, H+ transporting V0 subunit e2	Atp6v0e2	1.43	4.74E-04
ATPase, H+ transporting, lysosomal 34kDa, V1 subunit D	Atp6v1d	1.14	2.04E-04
Ataxin 1	Atxn1	−1.21	4.03E-04
B9 protein domain 2	B9d2	−1.17	5.87E-04
Bardet-Biedl syndrome 7	Bbs7	1.16	9.53E-04
Branched chain keto acid dehydrogenase E1, alpha polypeptide	Bckdha	−1.19	3.92E-05
B-cell CLL/lymphoma 7A	Bcl7a	−1.18	7.05E-04
Complement component 1, q subcomponent, B chain	C1qb	1.30	7.75E-04
Coiled-coil domain containing 80	Ccdc80	1.26	1.68E-05
Chemokine (C-C motif) ligand 27	Ccl27	1.19	2.90E-04
Cyclin G1	Ccng1	1.09	7.59E-04
CD164 molecule, sialomucin	Cd164	1.09	9.66E-05
CD84 molecule	Cd84	1.24	1.60E-04
CD86 molecule	Cd86	1.25	5.93E-04
complement factor properdin	Cfp	1.31	6.86E-04
CKLF-like MARVEL transmembrane domain containing 8	Cmtm8	−1.17	6.83E-05
Cordon-bleu protein-like 1	Cobll1	−1.21	2.13E-04
Coenzyme Q5 homolog, methyltransferase (S. cerevisiae)	Coq5	−1.10	1.90E-04
COX19 cytochrome c oxidase assembly homolog (S. cerevisiae)	Cox19	1.21	3.18E-06
Cysteine-rich protein 2	Crip2	−1.05	3.21E-04
Catenin (cadherin-associated protein), alpha 3	Ctnna3	−1.44	4.72E-07
CTP synthase 1	Ctps	1.15	5.77E-07
Cathepsin Z	Ctsz	1.22	1.67E-04
Dephospho-CoA kinase domain containing	Dcakd	−1.52	3.97E-08
Dynactin 2 (p50)	Dctn2	1.11	1.28E-04
DENN/MADD domain containing 2A	Dennd2a	−1.64	7.54E-09
DnaJ (Hsp40) homolog, subfamily C, member 30	Dnajc30	−1.05	3.37E-04
Destrin (actin depolymerizing factor)	Dstn	1.17	4.39E-04
Epoxide hydrolase 1, microsomal (xenobiotic)	Ephx1	1.26	4.88E-05
Electron-transfer-flavoprotein, beta polypeptide	Etfb	−1.10	7.49E-04
Exocyst complex component 2	Exoc2	−1.52	5.20E-07
Exocyst complex component 4	Exoc4	1.22	3.29E-05
Coagulation factor XIII, A1 polypeptide	F13a1	1.35	7.57E-04
Fatty acid desaturase 1	Fads1	1.22	3.66E-04
Fumarylacetoacetate hydrolase (fumarylacetoacetase)	Fah	−1.21	7.70E-04
Fumarylacetoacetate hydrolase domain containing 1	Fahd1	1.15	1.05E-04
Family with sequence similarity 122B	Fam122b	1.20	8.26E-05
F-box and leucine-rich repeat protein 12	Fbxl12	−1.14	8.47E-05
Fc fragment of IgG, low affinity IIIb, receptor (CD16b)	Fcgr3	1.23	3.20E-04
Fer (fms/fps related) protein kinase, testis specific 2	Fert2	−1.11	4.35E-04
Flt3-interacting zinc finger protein	Fiz1	−1.11	5.29E-06
FK506 binding protein 4, 59kDa	Fkbp4	−1.10	1.47E-04
Fibronectin type III domain containing 5	Fndc5	−1.18	7.91E-04
Formyl peptide receptor 2	Fpr2	1.36	6.51E-04
Follistatin-like 4	Fstl4	1.52	7.53E-05
Frataxin	Fxn	−1.13	7.21E-04
growth arrest-specific 6	Gas6	1.13	4.80E-05
MTOR associated protein, LST8 homolog	Gbl	−1.15	1.74E-04
Growth differentiation factor 15	Gdf15	1.73	9.05E-05
Glycerophosphodiester phosphodiesterase domain containing 1	Gdpd1	1.16	2.68E-04
Glucose-fructose oxidoreductase domain containing 1	Gfod1	−1.16	6.74E-05
Glycolipid transfer protein	Gltp	1.18	1.47E-04
Guanine nucleotide binding protein-like 1	Gnal1	−1.09	8.67E-04
Golgi SNAP receptor complex member 2	Gosr2	−1.14	1.69E-05
G protein-coupled receptor 34	Gpr34	1.32	2.48E-04
Trans-2,3-enoyl-CoA reductase	Gpsn2	−1.14	8.57E-04
Glyoxylate reductase/hydroxypyruvate reductase	Grhpr	1.14	2.72E-05
Glutamate receptor, ionotropic, N-methyl D-aspartate-associated protein 1 (glutamate binding)	Grina	1.08	3.02E-04
G protein-coupled receptor kinase 5	Grk5	1.35	7.11E-04
GTF2I repeat domain containing 2	Gtf2ird2	−1.13	4.75E-04
Guanylate kinase 1	Guk1	1.14	7.13E-05
High density lipoprotein binding protein	Hdlbp	−1.17	7.39E-05
HIG1 hypoxia inducible domain family, member 1B	Higd1b	−1.23	4.71E-04
Histone cluster 1, H2be	Hist1h2be	1.19	4.92E-04
Histone cluster 1, H2bk	Hist1h2bk	1.13	5.06E-04
Histone cluster 1, H3f	Hist1h3f	1.25	3.37E-04
Histone cluster 2, H3b	Hist2h3b	1.15	7.65E-04
High mobility group nucleosomal binding domain 2	Hmgn2	−1.15	9.83E-06
Hematological and neurological expressed 1	Hn1	1.44	1.93E-06
Heat shock 27kDa protein 1	Hspb1	1.09	8.78E-04
Islet cell autoantigen 1, 69kDa	Ica1	−1.10	7.54E-04
Interferon-induced protein with tetratricopeptide repeats 2	Ifit2	1.23	1.37E-04
Interleukin 13 receptor, alpha 1	Il13ra1	1.12	2.90E-04
Interleukin 15	Il15	−1.24	2.63E-04
Interleukin 28 receptor, alpha (interferon, lambda receptor)	Il28ra	1.18	4.94E-04
IMP2 inner mitochondrial membrane peptidase-like	Immp2l	−1.63	1.97E-10
Insulin-like 6	Insl6	1.27	2.35E-04
Importin 13	Ipo13	−1.23	6.57E-04
IQ motif containing GTPase activating protein 2	Iqgap2	1.23	2.53E-04
Potassium voltage-gated channel, Isk-related family, member 1	Kcne1	−1.25	7.06E-05
Potassium channel, subfamily V, member 2	Kcnv2	−1.47	2.12E-05
Lysosomal protein transmembrane 5	Laptm5	1.26	1.82E-04
Lipocalin 2	Lcn2	1.75	8.75E-05
Lectin, galactoside-binding, soluble, 3	Lgals3	2.08	2.05E-07
Lysozyme	Lyz	1.38	9.78E-05
Lysozyme 2	Lyz2	1.59	2.60E-06
Membrane associated guanylate kinase, WW and PDZ domain containing 3	Magi3	1.29	7.62E-04
MAGI family member, X-linked	Magix	−1.19	4.79E-04
Mitogen-activated protein kinase kinase kinase 3	Map3k3	−1.08	4.28E-04
Mitogen-activated protein kinase 11	Mapk11	−1.15	5.09E-04
Methyltransferase like 17	Mett11d1	−1.18	5.63E-04
Monoglyceride lipase	Mgll	−1.12	6.07E-04
Matrix metallopeptidase 23B	Mmp23	1.21	6.32E-04
Mannose receptor, C type 1	Mrc1	1.32	7.27E-06
Mitochondrial ribosomal protein S9	Mrps9	−1.15	1.10E-04
Myosin binding protein C, fast type	Mybpc2	1.72	4.45E-07
NCK-associated protein 1-like	Nckap1l	1.29	6.74E-05
Niemann-Pick disease, type C2	Npc2	1.15	6.35E-04
Natriuretic peptide A	Nppa	2.10	1.37E-05
Nuclear receptor binding protein 2	Nrbp2	1.28	1.06E-04
Nucleotide binding protein 1	Nubp1	1.26	2.33E-05
Nudix (nucleoside diphosphate linked moiety X)-type motif 5	Nudt5	1.19	8.72E-05
Oxysterol binding protein-like 3	Osbpl3	1.27	1.15E-04
Organic solute transporter alpha	Osta	1.47	1.98E-07
Prolyl 4-hydroxylase, beta polypeptide	P4hb	1.21	2.27E-04
Pantothenate kinase 3	Pank3	−1.20	3.59E-04
Polyamine oxidase (exo-N4-amino)	Paox	1.19	8.89E-04
Poly (ADP-ribose) polymerase family, member 12	Parp12	−1.45	2.67E-06
Polycomb group ring finger 6	Pcgf6	1.12	6.88E-04
Pyruvate dehydrogenase kinase, isozyme 1	Pdk1	−1.19	7.92E-05
Pyruvate dehydrogenase kinase, isozyme 2	Pdk2	−1.16	1.15E-04
Phosphofructokinase, platelet	Pfkp	1.34	4.65E-07
Pleckstrin homology-like domain, family A, member 3	Phlda3	1.60	7.20E-08
Paired-Ig-like receptor A4	Pira4	1.28	4.21E-05
Protein kinase (cAMP-dependent, catalytic) inhibitor alpha	Pkia	−1.10	9.53E-04
Plakophilin 2	Pkp2	1.16	5.05E-04
Phospholipase C, gamma 2 (phosphatidylinositol-specific)	Plcg2	1.27	5.66E-04
Pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 8	Plekha8	1.18	7.06E-04
Protein kinase C, delta	Prkcd	1.24	5.12E-07
Prolactin receptor	Prlr	−1.35	3.99E-06
Protein arginine methyltransferase 2	Prmt2	1.19	2.88E-04
Prion protein-interacting protein1	Prnpip1	−1.17	9.65E-04
Phosphoserine aminotransferase 1	Psat1	1.25	5.77E-04
Prostaglandin D2 synthase 21kDa (brain)	Ptgds	1.48	2.15E-04
Protein tyrosine phosphatase-like (proline instead of catalytic arginine), member A	Ptpla	−1.14	5.96E-04
Protein tyrosine phosphatase, receptor type, O	Ptpro	1.33	5.63E-04
Polymerase I and transcript release factor	Ptrf	−1.21	8.29E-04
RAB31, member RAS oncogene family	Rab31	1.27	3.87E-05
RAB3D, member RAS oncogene family	Rab3d	1.17	6.39E-04
RAB, member of RAS oncogene family-like 3	Rabl3	−1.11	3.71E-04
RAP2B, member of RAS oncogene family	Rap2b	1.16	5.28E-04
RNA binding motif protein 38	Rbm38	−1.13	6.17E-04
RNA binding motif protein 47	Rbm47	1.20	8.04E-04
Rhomboid, veinlet-like 3 (Drosophila)	Rhbdl3	−1.19	1.07E-04
Ring finger protein 135	Rnf135	−1.15	3.49E-04
Ring finger protein 208	Rnf208	1.36	5.56E-04
Retinal outer segment membrane protein 1	Rom1	1.26	2.63E-05
Ribonuclease P/MRP 25kDa subunit	Rpp25	1.46	2.87E-07
S100 calcium binding protein A13	S100a13	1.25	5.25E-04
SH3-binding domain kinase 1	Sbk	−1.19	3.42E-04
Secretory carrier membrane protein 5	Scamp5	1.26	9.10E-04
SH3-domain binding protein 2	Sh3bp2	1.18	2.58E-04
SH3-binding domain protein 5-like	Sh3bp5l	1.11	1.71E-04
Src homology 2 domain containing transforming protein D	Shd	1.43	3.42E-06
Serine hydroxymethyltransferase 2 (mitochondrial)	Shmt2	−1.16	1.89E-05
Solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 7	Slc17a7	1.57	3.16E-05
Solute carrier family 19 (thiamine transporter), member 2	Slc19a2	1.29	1.58E-05
Solute carrier family 25, member 34	Slc25a34	−1.20	7.43E-04
Solute carrier family 35, member B4	Slc35b4	1.17	9.44E-05
Solute carrier family 39 (zinc transporter), member 13	Slc39a13	1.13	7.25E-04
Solute carrier family 45, member 2	Slc45a2	−1.13	5.25E-04
Solute carrier family 7 (orphan transporter), member 4	Slc7a4	1.17	4.59E-04
Single-strand-selective monofunctional uracil-DNA glycosylase 1	Smug1	−1.28	1.92E-04
Small nuclear RNA activating complex, polypeptide 4, 190kDa	Snapc4	1.13	9.39E-04
Single-stranded DNA binding protein 2	Ssbp2	−1.40	3.07E-04
Sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1	Svep1	1.26	2.82E-04
Tachykinin, precursor 1	Tac1	−1.37	7.12E-04
TAF15 RNA polymerase II, TATA box binding protein (TBP)-associated factor, 68kDa	Taf15	−1.43	3.55E-04
Transcription elongation factor B (SIII), polypeptide 1 (15kDa, elongin C)	Tceb1	1.12	3.18E-04
Tescalcin	Tesc	−1.29	1.69E-04
Translocase of inner mitochondrial membrane 10 homolog (yeast)	Timm10	1.15	2.20E-06
TIMP metallopeptidase inhibitor 1	Timp1	2.81	7.81E-06
Toll-like receptor 2	Tlr2	1.25	3.46E-04
Transmembrane channel-like 7	Tmc7	1.14	6.57E-04
Transmembrane protein 141	Tmem141	1.11	3.90E-05
Transmembrane protein 164	Tmem164	−1.32	7.42E-05
Transmembrane protein 167A	Tmem167	1.19	9.09E-05
Transmembrane protein 176B	Tmem176b	1.33	1.36E-05
Transmembrane protein 38A	Tmem38a	−1.11	4.82E-04
Transmembrane protein 43	Tmem43	1.11	9.58E-04
Transmembrane protein 62	Tmem62	1.17	4.07E-04
Tumor protein D52	Tpd52	1.19	4.55E-05
Thiamin pyrophosphokinase 1	Tpk1	1.24	4.81E-04
Trafficking protein particle complex 2-like	Trappc2l	−1.11	1.74E-04
Tripartite motif containing 21	Trim21	−1.18	9.21E-04
TROVE domain family, member 2	Trove2	1.23	5.84E-04
Tetraspanin 12	Tspan12	1.25	4.27E-05
Tetraspanin 17	Tspan17	1.26	6.30E-05
Translocator protein (18kDa)	Tspo	1.17	4.39E-05
Tubulin tyrosine ligase-like family, member 1	Ttll1	−1.32	1.03E-06
Uracil-DNA glycosylase	Ung	−1.36	4.05E-04
Uridine phosphorylase 1	Upp1	1.27	1.27E-04
Uridine phosphorylase 2	Upp2	−1.13	6.90E-04
Ubiquinol-cytochrome c reductase core protein I	Uqcrc1	−1.08	9.37E-04
Ubiquitin specific peptidase 16	Usp16	1.21	6.76E-04
Vacuolar protein sorting 29 homolog	Vps29	1.13	6.37E-05
WNT1 inducible signaling pathway protein 2	Wisp2	1.38	4.74E-04
Yes-associated protein 1	Yap1	−1.14	5.88E-04
Zinc finger, DHHC-type containing 12	Zdhhc12	1.21	5.14E-04
Zinc finger protein 398	Zfp398	−1.22	4.71E-04

### Differentially expressed genes attributed to genotype

Fold changes in the expression of 208 genes that were significant for genotypic variations were imported into MetaCore for GO enrichment analysis. The top 10 (where applicable) networks and pathways from this analysis are shown in Figure 4. Figure 4A shows that the absence of ERα largely affects expression of genes encoding membrane bound proteins and proteins localized in the intracellular lumen. The processes in which these gene products are involved range from regulation of reactive oxygen species (ROS), stress response, to metabolism of small molecules (Figure 4B). 

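Among all 8581 genes tested, 387 had a called probe for genotype. More stress genes of the cardiomyocyte than genes of reactive oxygen species were called. Of 29 measured genes of reactive oxygen species and antioxidants, 3 rose in cs-ERα−/− hearts and 0 fell, over all probes and when adjusted over the list alone. They were Tspo, a cholesterol-binding protein of the outer mitochondrial membrane (log2 change 0.24, standard error 0.05, adjusted p = 0.00361 from limma), the glutathione peroxidase Gpx1 (0.24, standard error 0.05, adjusted p = 0.0069) and Ncf4, a subunit of the phagocyte NADPH oxidase (0.46, standard error 0.10, adjusted p = 0.0069). Median scaling gave Tspo an adjusted p of 0.421 (0.0024 to 0.421 over 10 alternatives) and Gpx1 0.395 (0.00631 to 0.395), and the ordinary linear-model test on the authors' values ended the call of Ncf4 (0.0912, in a range of 0.00634 to 0.0912). The list as a whole had an adjusted p of 0.41 from camera (0.704 with an estimated correlation).
Of 22 cardiomyocyte stress and fetal genes, 9 rose and 0 fell (12 rose when adjusted over the list alone). Mybpc2, a myosin-binding protein of fast skeletal muscle, rose by 0.87 (adjusted p = 8.1e-08) and Ankrd1, a stretch-responsive protein of the sarcomere, by 0.50 at its brightest probe (adjusted p = 0.000274) and 0.92 at its other probe (adjusted p = 2.16e-06). The list had an adjusted p of 2.63e-09 (0.00171 with an estimated correlation). It holds 5 genes of Table 2 and was not retested without them. Of 24 listed targets of p53, Phlda3, which restrains Akt, rose by 0.71 (adjusted p = 1.89e-06) and Exoc4 of the exocyst by 0.27, and 0 fell (5 rose and 1 fell when adjusted over the list alone). The p53 list had an adjusted p of 0.000408 (0.0142 with an estimated correlation). It holds 3 genes of Table 2, and the 21 others had an unadjusted p of 0.00678 from camera (0.0118 with an estimated correlation). Of 24 genes of amino acid stress and the unfolded protein response, 3 rose and 0 fell (3 and 1 when adjusted over the list alone), among them the disulfide isomerase P4hb (0.28, adjusted p = 0.00119), with an adjusted p of 0.445 for the list (0.748 with an estimated correlation). Median scaling gave P4hb an adjusted p of 0.236 (0.000391 to 0.236 over 10 alternatives) and Exoc4 0.205 (0.00287 to 0.205).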

Our analyses indicated that expression of enzymes involved in metabolism of carbohydrates and their intermediates and acyl-L-carnitine pathway were affected by genotype (Figure 4C). 

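Single enzymes of carbohydrate metabolism and of fatty acid oxidation changed. Pdk2 and Pdk1, kinases that close the pyruvate dehydrogenase gate to glucose carbon, fell by 0.24 each on the log2 scale in cs-ERα−/− hearts (standard error 0.05 each, adjusted p = 0.00427 and 0.00618 from limma). Fbp2, the fructose bisphosphatase of muscle, fell by 0.30 (standard error 0.07, adjusted p = 0.0186). Median scaling ended these calls, with an adjusted p of 0.128 for Pdk2 (0.000955 to 0.128 over 10 alternatives), 0.361 for Pdk1 (0.00315 to 0.361) and 0.104 for Fbp2 (0.0168 to 0.104), which was also lost without the intensity trend and with the ordinary linear-model test on these or the authors' values. Of 34 measured genes of carbohydrate metabolism, 1 rose and 4 fell (2 and 4 when adjusted over the list alone), and the list had an adjusted p of 0.233 from camera (0.671 with an estimated correlation). Of 36 genes of fatty acid oxidation and acylcarnitine transfer, 5 fell and 0 rose (6 fell when adjusted over the list alone). Acot7, a thioesterase that frees fatty acids from coenzyme A, fell by 0.26 (standard error 0.04, adjusted p = 4e-04; 0.0835 with median scaling, in a range of 0.000153 to 0.0835), and Acsm5, a medium-chain acyl-CoA synthetase, fell by 0.65 (standard error 0.12, adjusted p = 0.00329). This list had a median of -0.0766 and an adjusted p of 9.92e-05, which did not hold (adjusted p = 0.157 with an estimated correlation). Genes of the respiratory chain had 0 of 37 calls either way, with 8 at an unadjusted p under 0.05, and a list adjusted p of 0.233; Uqcrc1 of complex III was called with the ordinary linear-model test on these and the authors' values (0.0257 to 0.788 over 10 alternatives) and without female WT replicate 4 (0.0489), and Cox7a1 of complex IV without male cs-ERα−/− replicate 4 (0.00839).

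**Figure D3:**
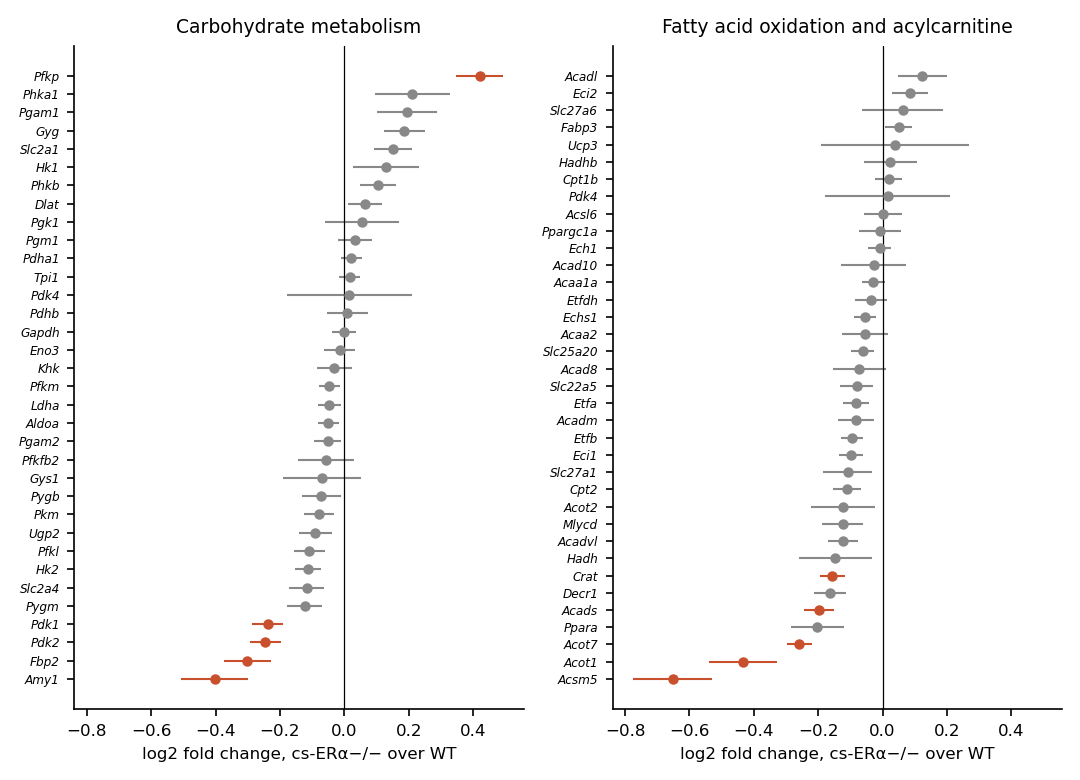
Log2 change (cs-ERα−/− minus WT) of each measured gene of carbohydrate metabolism and of fatty acid oxidation and acylcarnitine transfer, with its standard error and called genes in red. The fatty acid oxidation genes have a median of -0.0766, with Acsm5 lowest at -0.65.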

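Notch1, a receptor that controls cell fate, differed by -0.08 on the log2 scale between cs-ERα−/− and WT hearts (standard error 0.09, adjusted p = 0.712 from limma). Notch4, the Notch receptor of endothelial cells, had the smallest p of the pathway, with a difference of -0.17 (standard error 0.06, adjusted p = 0.122). The target genes Hes1 (-0.12), Hey1 (-0.09) and Nrarp (-0.15) did not pass the test. Of 26 measured genes of the Notch pathway, 0 were called higher and 0 lower, over all probes and when adjusted over the list alone, and 21 had a negative sign. The list had a median of -0.0549 and an adjusted p of 0.157 from camera (0.274 with an estimated correlation). For genotype in females alone it was lower, with an adjusted p of 0.0486, which did not hold (adjusted p = 0.172 with an estimated correlation, 0.0261 to 0.172 over 9 alternatives), and it was called in 12 of 16 fits that left out 1 array (0.0171 to 0.205).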

The pathway enrichment analysis indicated that multiple Notch1-regulated signaling pathways are affected in cs-ERα^−/−^mice (Figure 4D). The network of genes included those that encode phosphofructokinase, amylase, aldose reductase, and aldolase (Table 2 and 3).

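Pfkp, the platelet type of phosphofructokinase, was at a log2 signal of 9.36 ± 0.21 in cs-ERα−/− hearts and 8.94 ± 0.11 in WT hearts (SD, n = 8 each), a rise of 0.42 (standard error 0.07, adjusted p = 0.0014 from limma). Pfkm, the muscle type, differed by -0.05 (adjusted p = 0.532). Amy1, an amylase that digests starch, was at 5.36 ± 0.19 against 5.77 ± 0.24 (SD, n = 8 each), a fall of -0.40 (standard error 0.10, adjusted p = 0.0307). The Amy1 signal lies near background, and its call ended without a probe filter or with median scaling (adjusted p 0.0113 to 0.0847 over 9 alternatives). It also ended in 8 of the 16 fits that left out 1 array (adjusted p 0.0134 to 0.0695), those without male WT replicate 1 or 4, female WT replicate 3 or 4, male cs-ERα−/− replicate 2 or 3, or female cs-ERα−/− replicate 1 or 2. Aldose reductase (Akr1b3) is not analysed here.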

**Table 3:** List of significant, differentially expressed genes, attributed to sex (P<0.05, 2-Way ANOVA) between cs-ERα^−/−^ and Wild type mice.

Gene Name	Symbol	FC	p.value
Branched chain amino-acid transaminase 1, cytosolic	Bcat1	−1.20	3.09E-05
Fumarylacetoacetate hydrolase (fumarylacetoacetase)	Fah	−1.26	1.77E-04
Glycosyltransferase 8 domain containing	Glt8d1	1.14	1.34E-04
Immunoglobulin superfamily, member 1	Igsf1	−1.32	1.08E-04
Cytochrome P450, family 27, subfamily A, polypeptide	Cyp27a1	−1.20	1.60E-04
Guanylate cyclase 1, soluble, alpha 3	Gucy1a3	1.37	1.57E-04
Hydroxyacylglutathione hydrolase-like	Haghl	−1.21	1.94E-04
Coenzyme Q5 homolog, methyltransferase	Coq5	−1.11	9.35E-05
Eotaxin	Ccl11	−1.75	1.02E-05
Bone morphogenetic protein-binding endothelial cell precursor-derived regulator	Bmper	−1.38	1.68E-04
Hydroxysteroid (11-beta) dehydrogenase 1	Hsd11b1	-2.40	1.50E-08
Collagen, type XIV, alpha	Col14a1	1.31	6.32E-05
DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	Ddx3y	−16.45	7.96E-16
DIRAS family, GTP-binding RAS-like	Diras2	1.20	1.91E-04
Chemokine (C-X-C motif) ligand	Cxcl14	−1.68	1.42E-06
DnaJ (Hsp40) homolog, subfamily C, member 30	Dnajc30	−1.07	1.13E-05
Eukaryotic translation elongation factor 1 delta	Eef1d	1.10	1.46E-04
Eukaryotic translation initiation factor 2, subunit 3 gamma, 52kDa pseudogene	Eif2s3x	1.59	3.08E-07
Eukaryotic translation initiation factor 2, subunit 3 gamma, 52kDa pseudogene	Eif2s3y	-9.75	9.63E-14
Eukaryotic translation initiation factor 4E family member 3	Eif4e3	−1.14	1.13E-04
Elastin microfibril interfacer 2	Emilin2	1.20	2.43E-04
Guanine nucleotide binding protein (G protein), gamma 8	Gng8	1.33	2.33E-04
Golgi SNAP receptor complex member 2	Gosr2	−1.12	8.56E-05
G protein-coupled receptor associated sorting protein 1	Gprasp1	1.22	1.50E-04
Indolethylamine N-methyltransferase	Inmt	-2.23	8.35E-05
Potassium voltage-gated channel, Isk-related family, member 1	Kcne1	2.32	1.04E-04
Kinesin family member 3C	Kif3c	1.14	1.18E-04
Kallikrein 1-related petidase b26	Klk1b26	−1.34	1.46E-04
Lysyl oxidase	Lox	−1.40	2.20E-04
Keratan sulfate proteoglycan lumican	Lum	1.48	1.94E-04
Myeloid differentiation protein-2	Ly96	−1.06	9.58E-05
Microspherule protein 1	Mcrs1	1.12	2.60E-04
Midkine (neurite growth-promoting factor 2)	Mdk	1.52	2.64E-06
Nidogen 1	Nid1	−1.20	1.17E-04
Organic solute transporter alpha	Osta	1.27	2.45E-05
Oviductal glycoprotein 1, 120kDa	Ovgp1	1.22	2.55E-05
Pleiotrophin	Ptn	1.78	3.82E-08
RAS-like, family 10, member B	Rasl10b	−1.27	5.37E-05
Ring finger protein 219	Rnf219	1.19	2.55E-05
Serpin peptidase inhibitor, clade A	Serpina3n	-2.57	1.60E-04
Solute carrier family 1 (glial high affinity glutamate transporter), member 3	Slc1a3	1.26	2.54E-04
Slowmo homolog 2 (Drosophila)	Slmo2	−1.10	1.38E-04
Sortilin 1	Sort1	1.22	6.28E-05
Vesicle-associated membrane protein 7	Sybl1	1.43	1.82E-06
Epicardin	Tcf21	1.27	2.55E-04
Tudor domain-containing protein 2	Tdrkh	1.21	2.57E-04
Transmembrane protein 141	Tmem141	−1.10	1.07E-04
Transmembrane protein 201	Tmem201	1.17	2.41E-05
Transmembrane protein 38A	Tmem38a	−1.14	9.36E-05
Transmembrane protein 82	Tmem82	1.35	5.97E-05
TruB pseudouridine (psi) synthase homolog 2	Trub2	−1.16	1.42E-04
Ubiquitin specific peptidase 18	Usp18	1.26	7.17E-05
Histone demethylase UTX	Utx	1.82	5.11E-07
Vesicle-associated membrane protein 4	Vamp4	1.14	1.37E-04
WNT1 inducible signaling pathway protein 2	Wisp2	-2.03	3.17E-07
X (inactive)-specific transcript (non-protein coding)	Xist	2.23	2.35E-08

ERα has been shown to be indispensable for glucose uptake in mouse heart [11]. Whole body inactivation of ERα results in obesity, insulin resistance, and glucose intolerance [12], [13], [25]. Alteration in Glut4 expression due to variations in ERα has been implicated in insulin resistance and subsequent glucose intolerance in mice [26]. SP1 and NFκB are key modulators of Glut4, a prominent glucose transporter [25], [27]. In agreement with these data, the gene network from our results is largely regulated by three transcription factors; Sp1, Notch 1, and C-Myc (Figure 6A). Furthermore, we observed that NFκB, along with Sp1, is involved in regulation of the genes controlling insulin utilization that are differentially expressed between cs-ERα^−/−^and WT mice. Though estrogen activated expression and translocation of GLUT4 has been shown to be vital for glucose disposal, our microarray analysis failed to reveal any significant difference in Glut4 expression between knockout and wild type animals. However, we observe up regulation of Rab31, a member of the Ras oncogene family, which is known to modulate glucose homeostasis by alterations in GLUT4 partitioning between the cell membrane and intracellular vesicles (Table 2). 

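Slc2a4, the gene for GLUT4, was at a log2 signal of 10.87 ± 0.14 in cs-ERα−/− hearts and 10.99 ± 0.09 in WT hearts (SD, n = 8 each). The difference of -0.12 (standard error 0.05, adjusted p = 0.27 from limma) did not pass the test. Rab31, a GTPase of vesicle traffic, was at 10.40 ± 0.12 against 10.07 ± 0.10 (SD, n = 8 each), a rise of 0.34 (standard error 0.05, adjusted p = 0.000543), and the groups did not overlap. Median scaling ended this call, with an adjusted p of 0.0744 (0.000118 to 0.0744 over 10 alternatives). Prkcd, a protein kinase C that acts on insulin receptor substrates, rose by 0.33 (standard error 0.05, adjusted p = 0.000867) and was also lost with median scaling (0.0567, in a range of 0.00059 to 0.0567). Of 27 measured genes of insulin signaling and GLUT4 traffic, these 2 rose and 0 fell (2 and 1 when adjusted over the list alone), and the list had an adjusted p of 0.778 from camera (0.748 with an estimated correlation).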

Similar observations were made in mouse hearts from whole body ERα KO where there was no significant changes in mRNA or protein levels of these transporters, but rather alterations in glucose transport due to variation in GLUT4 partitioning [28].

**Figure 6:**
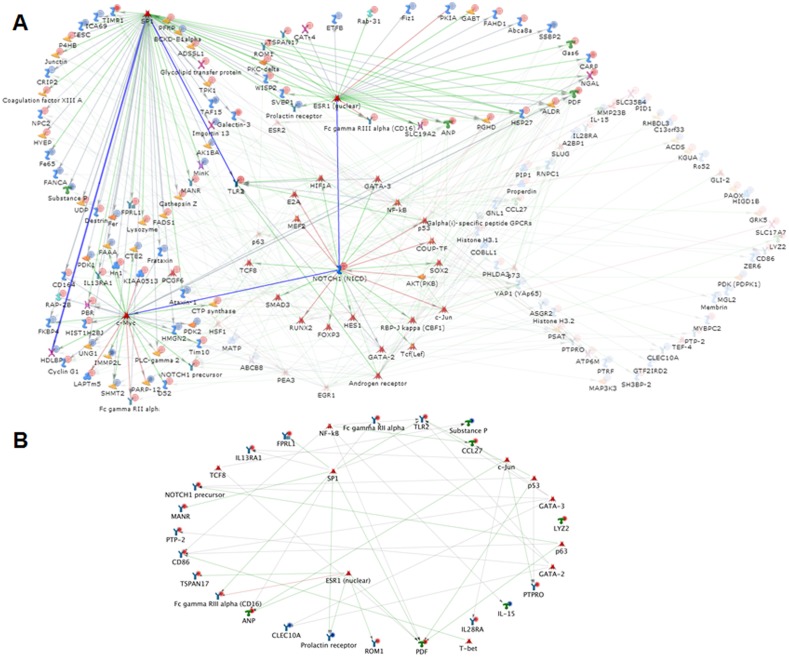
Network analysis of genes significant for genotype: List of significant genes (root list) varying by genotype was uploaded on to GeneGo portal and network built. Transcription factor network (A) was drawn using analyze network function for transcription factors. In this analysis for every transcription factor with direct ligand (s) in the root list, the algorithm generates a sub-network consisting of all shortest paths from that transcription factor to the closest receptor with direct target (s) in the root list. Receptor networks (B) was drawn using build network for your data option. Except receptors and receptor ligands, others were hidden from this network in order to visualize the alteration in receptor networks. The figure shows the differentially expressed genes in the network (Blue for down-regulated and Red for up-regulated).

In addition to alterations in carbohydrate metabolism, we observed that the deletion of ERα affects expression of genes involved in lipid metabolism (Table 2). 

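Osbpl3, an oxysterol-binding protein that moves lipids between membranes, rose by 0.41 on the log2 scale in cs-ERα−/− hearts (standard error 0.06, adjusted p = 0.000333 from limma). Hdlbp, which binds high density lipoprotein and RNA, fell by 0.20 (standard error 0.04, adjusted p = 0.00526), and Hacd1, a dehydratase of very long chain fatty acid synthesis, fell by 0.17 (standard error 0.04, adjusted p = 0.0279). Median scaling ended both falls, with an adjusted p of 0.258 for Hdlbp (0.00388 to 0.258 over 10 alternatives) and 0.448 for Hacd1 (0.0127 to 0.448). Hacd1 was also lost without the intensity trend, with the ordinary linear-model test and in 5 of the fits that left out 1 array (adjusted p 0.0157 to 0.0627 over all 16). Of 31 measured genes of lipid synthesis and storage, 2 rose and 2 fell (3 and 5 when adjusted over the list alone). The list had a median of 0.034 and an adjusted p of 0.649 from camera (0.708 with an estimated correlation). Among 17 genes of steroid and cholesterol metabolism, 2 rose and 0 fell (4 rose when adjusted over the list alone), led by Hsd3b7 of bile acid synthesis (0.21, adjusted p = 0.0184), which was called in 7 of 10 alternatives (0.0137 to 0.604) and lost with median scaling, without the trend and with the ordinary test on the authors' values. That list had an adjusted p of 0.0245, which did not hold (adjusted p = 0.0992 with an estimated correlation).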

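Carnitine carries long-chain fatty acids into mitochondria. Crat, the carnitine acetyltransferase that buffers acetyl-CoA, fell by 0.16 on the log2 scale in cs-ERα−/− hearts (standard error 0.04, adjusted p = 0.0266 from limma), a call that held in 7 of 10 alternatives (0.016 to 0.477) and in 10 of 16 fits that left out 1 array (0.0173 to 0.0632). The muscle carnitine palmitoyltransferase Cpt1b differed by 0.02 (adjusted p = 0.859) and the inner membrane enzyme Cpt2 by -0.11 (adjusted p = 0.189). The carrier Slc25a20 differed by -0.06 (adjusted p = 0.392) and the plasma membrane transporter Slc22a5 by -0.08 (adjusted p = 0.436). Among enzymes beyond the carnitine step, the short-chain dehydrogenase Acads fell by 0.20 (adjusted p = 0.0171) and the thioesterase Acot1 fell by 0.43 (adjusted p = 0.0215). Acads was called in 6 of 10 alternatives (0.0117 to 0.371) and lost with median scaling, without the intensity trend and with the ordinary linear-model test on these or the authors' values. Acot1 was called in 7 of 10 (0.0106 to 0.126), lost without the trend and with both ordinary tests, and also lost without female WT replicate 1 (0.0506).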

GO analysis of differentially expressed genes in cs-ERα^−/−^mice reveals differences in expression of enzymes involved in acylcarnitine metabolism (Figure 3C). ERα-mediated regulation of lipogenic genes is well documented [29], [30]. For example, observed variations in desaturase enzyme mRNA expression (Table 2) and activity have been implicated in altering insulin sensitivity in whole body ERα knockout [31], [32].

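Fads1, the desaturase that makes arachidonic acid, was at a log2 signal of 10.77 ± 0.12 in cs-ERα−/− hearts and 10.49 ± 0.09 in WT hearts (SD, n = 8 each), a rise of 0.28 (standard error 0.05, adjusted p = 0.00372 from limma). Median scaling ended the call, with an adjusted p of 0.254 (0.000742 to 0.254 over 10 alternatives). Other desaturases did not pass the test. Scd1, which makes monounsaturated fatty acids, differed by 0.23 (standard error 0.09, adjusted p = 0.163), and Fads3 by 0.07 (standard error 0.07, adjusted p = 0.642).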

### Core regulators of genes that vary by genotype

Because ERα is known to have significant regulatory roles in transcriptional modulation and receptor mediated signaling, network analysis was performed to identify differentially expressed networks between cs-ERα^−/−^and WT mice. Our analysis suggests that the transcription factors Stimulating protein 1 (SP1), Estrogen Receptor Alpha (ERα), and C-Myc are at the hub of transcriptional modulation connecting most of the significant differentially expressed genes (Figure 6A). More than seventy-five genes were differentially expressed among these three networks, with nearly one-third being down-regulated and two-thirds being up-regulated in cs-ERα^−/−^ mice. In addition, thirteen genes coding for receptors and five genes coding for receptor ligands were differentially expressed in the cs-ERα^−/−^ mice (Figure 6B). All of the genes coding for receptors were up-regulated in cs-ERα^−/−^ mice, with the exception of the genes coding for prolactin receptor and C-type lectin receptor Clec10a. The up-regulated genes include a G protein-coupled receptor (GPCR) type receptor; interleukin 13 receptor alpha 1 (Il13ra1); Notch 1 precursor; toll-like receptor 2 (Tlr2); and interleukin 28 receptor alpha (Il28ra), several of which have known roles in cardiac metabolism.

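Tlr2, a receptor for bacterial lipoproteins carried by macrophages, was at a log2 signal of 7.65 ± 0.10 in cs-ERα−/− hearts and 7.29 ± 0.21 in WT hearts (SD, n = 8 each), a rise of 0.36 (standard error 0.08, adjusted p = 0.00933 from limma). Its call ended with median scaling and with the ordinary linear-model test on the authors' normalized values (0.00133 to 0.0621 over 10 alternatives). Il13ra1, a receptor chain for interleukin 13, differed by 0.14 (standard error 0.05, adjusted p = 0.131). Ifnlr1, the current name of Il28ra, a receptor for type III interferons, differed by 0.17 at its brightest probe (standard error 0.07, adjusted p = 0.195) and rose by 0.30 at another (standard error 0.08, adjusted p = 0.0284). Clec10a was detected on 3 of 16 arrays and was not tested, and Prlr is not analysed here. Of 34 genes of Toll-like receptor, JAK-STAT and oncostatin signaling, 3 rose, Timp1, Serpina3n and Tlr2, and 0 fell (5 and 1 when adjusted over the list alone). The list had an adjusted p of 0.0384 from camera, which did not hold (adjusted p = 0.157 with an estimated correlation).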

### Differentially expressed genes attributed to sex

The GO analysis based on sex is distinct from that of genotype. The primary sites of localization for sex significant gene-products are in the extracellular space and matrix (Figure 5A). The list of processes shown in Figure 5B suggests that, NOS signaling and processes involved in smooth muscle relaxation are affected the most, primarily due to variations in expression levels of the genes Gucy1a3, Emilin2, and Lum (Table 3). 

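Gucy1a1, the current name of Gucy1a3, a subunit of the nitric oxide receptor guanylate cyclase, was at a log2 signal of 9.86 ± 0.09 in females and 9.41 ± 0.20 in males (SD, n = 8 each), a rise of 0.45 (standard error 0.07, adjusted p = 0.000754 from limma), and 3 of its 3 probes were called. Lum, the collagen-binding proteoglycan lumican, was at 11.16 ± 0.18 against 10.60 ± 0.26 (SD, n = 8 each), a rise of 0.56 (standard error 0.08, adjusted p = 0.000231). Emilin2, an elastic fiber glycoprotein, differed by 0.22 (standard error 0.06, adjusted p = 0.0586) and was called in 3 of 10 alternatives (0.0205 to 0.169), among them the authors' normalized values (0.0447), and without male WT replicate 2 (0.0262) or 3 (0.0456), male cs-ERα−/− replicate 1 (0.0358) or female cs-ERα−/− replicate 4 (0.0445). Of 19 measured genes of nitric oxide and cGMP signaling, 1 rose and 0 fell (2 rose when adjusted over the list alone), with an adjusted p of 0.349 from camera (0.781 with an estimated correlation). Of 35 genes of fibroblasts and extracellular matrix, 4 rose and 3 fell in females (10 and 5 when adjusted over the list alone), the largest fall among them apart from Ccn5 being that of Lox, which crosslinks collagen (-0.67, standard error 0.11, adjusted p = 0.00127). The matrix list had a median of 0.0354, a mean of -0.00557 and an adjusted p of 0.599 (0.898 with an estimated correlation).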

The metabolic network analysis indicates that the genes that are differentially expressed between male and female have roles in amino acid and steroid metabolism (Figure 5C). 

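Eif2s3y had at least an 8.87-fold lower signal in females than in males, taking the detection limit for the female hearts. Inmt, a methyltransferase of amines, was at a log2 signal of 7.99 ± 0.34 in females and 9.31 ± 0.43 in males (SD, n = 8 each), a difference of -1.32 (standard error 0.16, adjusted p = 1.83e-05 from limma). Fah, which ends tyrosine breakdown, fell by 0.34 (standard error 0.05, adjusted p = 0.000729), a call that median scaling ended (0.2, in a range of 0.000519 to 0.2 over 10 alternatives). Bcat1, a transaminase of branched-chain amino acids, fell by 0.41 (standard error 0.09, adjusted p = 0.0137), and the authors' normalized values ended its call (0.18, in a range of 0.00145 to 0.181 over 9 alternatives). Haghl, a relative of glyoxalase, differed by -0.17 at its brightest probe (standard error 0.07, adjusted p = 0.262) and fell by 0.29 at its other probe (standard error 0.06, adjusted p = 0.0188). Ovgp1, an oviduct glycoprotein, rose by 0.44 (standard error 0.09, adjusted p = 0.00843), and Diras2, a GTPase of the Ras family, by 0.41 (standard error 0.09, adjusted p = 0.0244). Diras2 lost its call without a probe filter (0.07, in a range of 0.00582 to 0.07 over 9 alternatives) and when male WT replicate 1, female WT replicate 3, male cs-ERα−/− replicate 1 or 4, or female cs-ERα−/− replicate 3 was left out (0.0163 to 0.0652 over all 16). Of 17 measured genes of steroid and cholesterol metabolism, 2 fell in females and 0 rose (2 fell and 2 rose when adjusted over the list alone). These were Hsd11b1 and Cyp27a1, a sterol hydroxylase (-0.28, adjusted p = 0.0163), called in 6 of 10 alternatives (0.0136 to 0.342) and lost with median scaling, without the intensity trend and with the ordinary linear-model test on these or the authors' values. The list had an adjusted p of 0.731 from camera (0.86 with an estimated correlation).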

The genes that are significantly different include Bcat1, Eif2s3y, Fah, Inmt, and Haghl, which are all down regulated and Diras2, Lum, and Ovgp1, which are up-regulated (Table 3). 

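Of 34 measured genes of Toll-like receptor, JAK-STAT and oncostatin signaling, 2 fell in females and 0 rose (2 fell and 1 rose when adjusted over the list alone). They were Serpina3n and Ccl11, an inducible inhibitor and a chemokine of the acute-phase response. Socs2, a brake on growth hormone signaling, differed by 0.18 (standard error 0.05, adjusted p = 0.119 from limma). The list had a median of -0.0107 and an adjusted p of 0.434 from camera (0.781 with an estimated correlation).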

Finally, GO pathway enrichment analysis indicates that signaling pathways with a primary role in immune response, such as the JAK-STAT pathway, TICAM signaling, TLR signaling, Oncostatin signaling (Figure 5D), are primarily affected.

### Core regulators of genes that vary by sex

Network analysis based on sex difference presents a smaller network of receptor genes compared to genotypic differences. 

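Ly96, the partner of Toll-like receptor 4 that binds lipopolysaccharide, had a female minus male difference of -0.07 on the log2 scale (standard error 0.06, adjusted p = 0.681 from limma) and did not pass the test.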

Only one receptor coding gene, Ly96 (MD-2), is down-regulated in females. However, there are 4 receptor ligand encoding genes that are differentially expressed between female and male mice. 

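Ptn, the growth factor pleiotrophin, was at a log2 signal of 7.36 ± 0.16 in females and 6.31 ± 0.22 in males (SD, n = 8 each), a rise of 1.05 (standard error 0.08, adjusted p = 1.37e-08 from limma). Its relative Mdk, midkine, was at 8.36 ± 0.11 against 7.69 ± 0.17 (SD, n = 8 each), a rise of 0.67 (standard error 0.07, adjusted p = 4.73e-06). Ccl11, eotaxin, which draws eosinophils, was at 6.46 ± 0.24 against 7.62 ± 0.29 (SD, n = 8 each), a difference of -1.15 (standard error 0.11, adjusted p = 4.39e-07). In these genes no female overlapped a male. Pf4, a platelet chemokine, differed by -0.08 (standard error 0.09, adjusted p = 0.734). Cxcl14, another chemokine, fell by 0.87 in females (standard error 0.09, adjusted p = 2.61e-06).

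**Figure D4:**
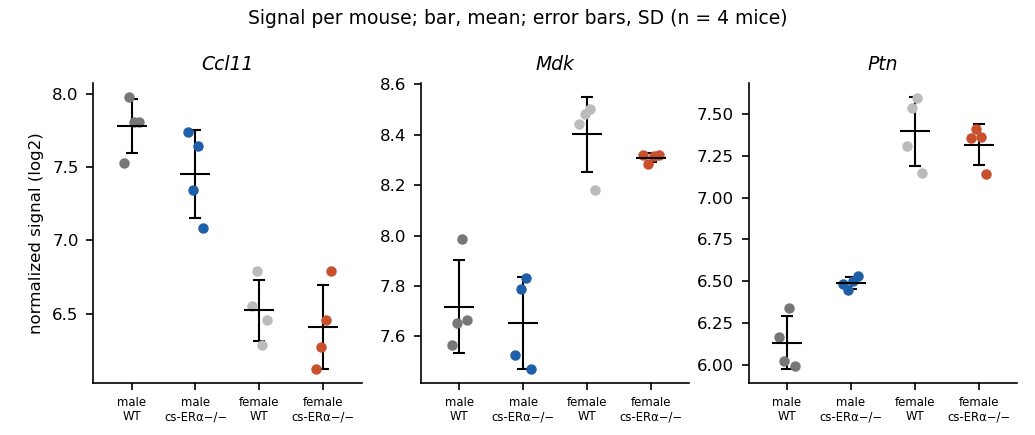
Log2 signal of receptor ligand genes in each mouse, by sex and genotype, with the mean and SD of each group. Ptn averages 7.36 in females and 6.31 in males, and Ccl11 6.46 and 7.62.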

In females, Pf4 (Cxcl4) and Ccl11 (Eotaxin) are down-regulated whereas Mdk (Midkine) and Ptn (Pleiotrophin) are up-regulated (Figure 7A). As observed in our analysis between genotypes (previous section), we find that Stat3, Stat5, Znf, Sp1 and Esr1 (ERα are at the core connecting a larger proportion of these differentially expressed genes (Figure 7B).

**Figure 7:**
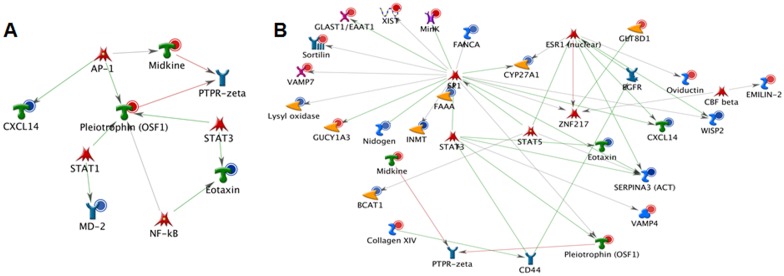
Network analysis of genes significant for sex: List of significant genes (root list) varying by sex was uploaded on to GeneGo tool and network was built. Receptor networks (A) was drawn using build network for your data option. Except receptors and receptor ligands, others were hidden from this network in order to visualize the alteration in receptor networks.. Transcription factor network (B) was drawn using analyze network function for transcription factors. In this analysis for every transcription factor with direct ligand (s) in the root list, the algorithm generates a sub-network consisting of all shortest paths from that transcription factor to the closest receptor with direct target (s) in the root list. The figure shows the differentially expressed genes in the network (Blue for down-regulated and Red for up-regulated).

### Novel candidates for ERα mediated regulation of cardiac function

Table 4 lists novel significant (FDR <0.05) genes that are directly regulated by ERα. 

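Ssbp2, a cofactor of LIM-domain transcription factors, fell by 0.53 on the log2 scale in cs-ERα−/− hearts (standard error 0.09, adjusted p = 0.00091 from limma). Ptgds, which makes prostaglandin D, rose by 0.53 (standard error 0.09, adjusted p = 0.000704), the thiamine transporter Slc19a2 by 0.40 (standard error 0.06, adjusted p = 0.000642) and the tetraspanin Tspan17 by 0.38 (standard error 0.05, adjusted p = 0.000228). Svep1, an adhesion protein of the matrix, rose by 0.38 (adjusted p = 0.018), and the authors' normalized values ended its call with moderation and without (0.0159 to 0.116 over 10 alternatives). Of the 24 genes of Table 4, 21 were measured, 21 had the direction of the table and 17 passed the test. Those that did not pass were Abca8a (0.19, adjusted p = 0.0869), Etfb (-0.09, adjusted p = 0.129), Fiz1 (-0.14, adjusted p = 0.0699) and Gas6 (0.15, adjusted p = 0.0548). The table was drawn from these arrays, so its count is not independent evidence, and with median scaling 9 passed. Of 19 measured genes listed as classical targets of the estrogen receptor, 3 rose and 0 fell (5 rose and 1 fell when adjusted over the list alone). Bcl2, which blocks apoptosis, rose by 0.54 (standard error 0.10, adjusted p = 0.00285), and the list had an adjusted p of 0.233 from camera (0.437 with an estimated correlation).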

While additional studies are needed to characterize their role in regulating cardiac function and biology, in-depth analysis of the genes and their networks may provide understanding of the role of ERα in the heart. For example, we observe that WNT1 inducible signaling pathway protein 2 (Wisp2) is differentially expressed and is directly under regulation of ERα. 

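Ccn5, the current name of Wisp2, a secreted matricellular protein, was at a log2 signal of 8.01 ± 0.78 in cs-ERα−/− hearts and 7.55 ± 0.60 in WT hearts (SD, n = 8 each), spreads that hold the difference between sexes. With sex in the model, the rise was 0.46 (standard error 0.10, adjusted p = 0.00937 from limma). The ordinary linear-model test did not call it, on these values or on the authors' (0.00664 to 0.0791 over 10 alternatives). Ccn5 was lower in females, at 7.16 ± 0.30 against 8.40 ± 0.37 (SD, n = 8 each), a difference of -1.24 (standard error 0.10, adjusted p = 4.2e-08). The genotype effect was 0.59 in males (standard error 0.14, adjusted p = 0.0472) and 0.34 in females (standard error 0.14, adjusted p = 0.383). The male call held in 6 of 11 alternatives (0.0213 to 0.169) and in 5 of 16 fits that left out 1 array (0.0187 to 0.167), and the interaction of -0.26 (standard error 0.20, adjusted p = 0.999) did not pass the test.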

While Wnt/β-catenin signaling, both canonical and non-canonical, has been implicated in cardiac function [33]–[35], there has been no direct evidence for the cross talk between these two key pathways (ERα and Wnt/β-catenin). As mentioned earlier in methods section, to understand how Wnt Signaling may be affected by the absence of ERα, we relaxed the FDR thresholding and subjected the data to Compare Experiment Workflow in MetaCore. Our analysis suggests that there are sex differences in the Wnt/β-catenin signaling pathway. We observe that several key effectors of the WNT canonical signaling pathway such as frizzled receptor (Fzd), β-catenin, GSK- 3β, Tcf, and Sfrp1 are differentially affected in male and female ERα^−/−^ mice (i.e. both sex and genotype differences are observed) (Figure 8 A, B). 

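Sfrp1, a secreted inhibitor of Wnt ligands, differed between cs-ERα−/− and WT hearts by 0.22 on the log2 scale in males and 0.23 in females (standard error 0.10 each). Ctnnb1, the gene for β-catenin, differed by 0.18 and 0.12 (standard error 0.07 each), and Gsk3b, a kinase that marks β-catenin for breakdown, by -0.08 and -0.27 (standard error 0.08 each). Among frizzled receptors, Fzd2 differed by 0.27 in males and -0.09 in females, Fzd6 by 0.22 and -0.03, and Fzd8 by -0.20 and 0.18. Tcf7l1, a transcription factor bound by β-catenin, differed by -0.19 and -0.01 (standard error 0.08 each). The interactions of these genes had an adjusted p of 0.999 from limma, and in the average over both sexes none was called either (Ctnnb1 0.0858, Gsk3b 0.0693, Sfrp1 0.093). Gsk3b was called for genotype in 2 of 10 alternatives (0.0398 to 0.505) and without male cs-ERα−/− replicate 2 (0.0438) or female cs-ERα−/− replicate 3 (0.0349), and Ctnnb1 without male WT replicate 1 (0.0346). Of 27 measured genes of the canonical Wnt pathway, 0 passed the interaction test, and the list had an interaction adjusted p of 0.363 from camera (0.642 with an estimated correlation). For genotype 1 of them, Ccn5, rose and 0 fell (3 rose and 1 fell when adjusted over the list alone), with a median of -0.0102, a mean of 0.0297 and a list adjusted p of 0.744 (0.748 with an estimated correlation). Fzd1 and Lef1 were at background on all 16 arrays, and Tcf7 is not analysed here.

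**Figure D5:**
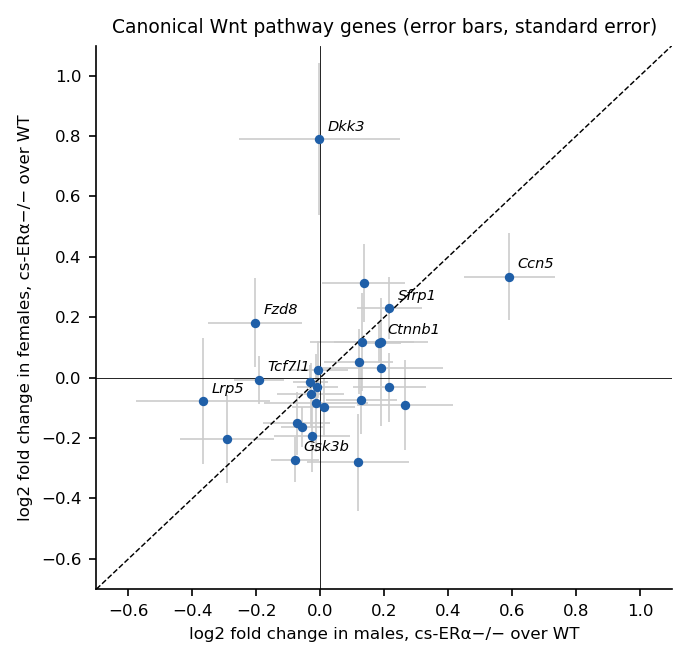
Log2 change (cs-ERα−/− minus WT) of each measured Wnt pathway gene, with males on the horizontal axis, females on the vertical axis and standard errors as bars; the dashed line marks equal changes. Sfrp1 lies at 0.22 in males and 0.23 in females, and Fzd8 at -0.20 and 0.18.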

Similar effects of ERα regulation of Wnt, β-catenin signaling pathways have been reported in. the uterus by Hewitt et al [36]. Taken together, additional studies are needed to fully characterize the interplay and impact of ERα with Wnt/β-catenin signaling pathway, among others, in cardiac function.

**Figure 8:**
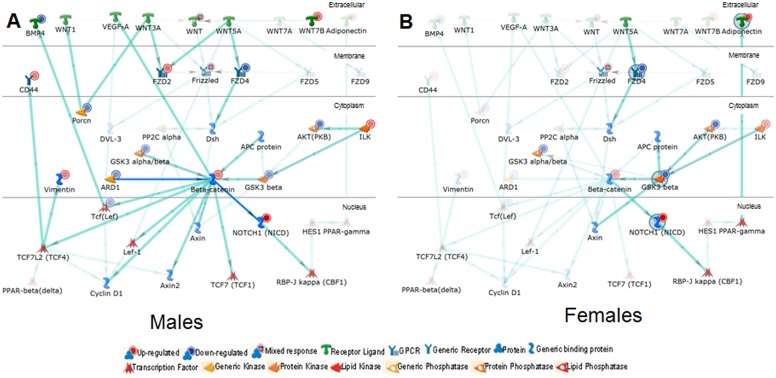
Alteration in Wnt signaling in cs-ERα^−/−^mice: Variations in WNT signaling in males (A) and females (B) in cs-ERα^−/−^mice as identified through microarray profiling and subsequent network mapping using MetaCore. The network is filtered for cardiac tissue in mice and in a layout based on sub-cellular localization from top to bottom. The traced and bolded network components represent the modified genes and the genes that are connected to them highlighting the difference observed in cs-ERα^−/−^ mice of both sex.

**Table 4:** List of significantly different genes (P<0.05, 2-Way ANOVA) between cs-ERα^−/−^ and Wild type mice and networked directly to ERα.

Gene Name	Symbol	FC	p.value	
ATP-binding cassette, sub-family A (ABC1), member 8	Abca8a	1.17	7.17E-04	
Aldo-keto reductase family 1 member B3	Akr1b3	1.29	6.88E-07	
Ankyrin repeat domain 1 (cardiac muscle)	Ankrd1	1.67	2.55E-05	
Electron-transfer-flavoprotein, beta polypeptide	Etfb	−1.10	7.49E-04	
Fc fragment of IgG, low affinity IIIb, receptor (CD16b)	Fcgr3	1.23	3.20E-04	
Fumarylacetoacetate hydrolase domain containing 1	Fahd1	1.15	1.05E-04	
Flt3-interacting zinc finger protein	Fiz1	−1.11	5.29E-06	
growth arrest-specific 6	Gas6	1.13	4.80E-05	
Growth differentiation factor 15	Gdf15	1.73	9.05E-05	
Heat shock 27kDa protein 1	Hspb1	1.09	8.78E-04	
Lipocalin 2	Lcn2	1.75	8.75E-05	
Natriuretic peptide A	Nppa	2.10	1.37E-05	
Protein kinase (cAMP-dependent, catalytic) inhibitor alpha	Pkia	−1.10	9.53E-04	
Protein kinase C, delta	Prkcd	1.24	5.12E-07	
Prolactin receptor	Prlr	−1.35	3.99E-06	
Prostaglandin D2 synthase 21kDa (brain)	Ptgds	1.48	2.15E-04	
RAB31, member RAS oncogene family	Rab31	1.27	3.87E-05	
Retinal outer segment membrane protein 1	Rom1	1.26	2.63E-05	
Solute carrier family 19 (thiamine transporter), member 2	Slc19a2	1.29	1.58E-05	
Solute carrier family 7 (orphan transporter), member 4	Slc7a4	1.17	4.59E-04	
Single-stranded DNA binding protein 2	Ssbp2	−1.40	3.07E-04	
Sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1	Svep1	1.26	2.82E-04	
Tetraspanin 17	Tspan17	1.26	6.30E-05	
WNT1 inducible signaling pathway protein 2	Wisp2	1.38	4.74E-04	

## Conclusion

In conclusion, cs-ERα^−/−^ mice raised under normal diet in absence of external stress were viable and overtly normal. Our data suggests that ERα modulates numerous genes in the heart that are involved in transcriptional regulation, metabolic control, and oxidative stress in a sex-specific manner. This study has identified potential networks through which ERα may affect cardiac biology. 

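Timp1 rose by 1.87 on the log2 scale in male cs-ERα−/− hearts and by 1.49 in female ones. In males, Nppa rose by 1.27 and Mybpc2 by 1.09 (0.78 and 0.66 in females), and Acsm5 and Ano10 (a calcium-activated scramblase) fell by 1.08 and 0.95 (-0.22 and -0.46 in females). In females, Atp2a1 rose by 1.79 and Acta1 by 1.48 (0.99 and 0.59 in males), and Parp12, an antiviral ADP-ribosyltransferase, fell by 0.82 (-0.63 in males). Values of the other sex are given whether or not they passed. These genes were chosen as the largest changes within 1 sex and none passed the interaction test, so they do not show a change of that sex alone. The ordinary linear-model test ended the female calls of Atp2a1 (0.0597, in a range of 1.14e-05 to 0.0799 over 11 alternatives) and Acta1 (0.116, in a range of 0.000521 to 0.122). In males 117 probes passed, 74 higher and 43 lower, and in females 87 passed, 68 higher and 19 lower. The interaction called 0 probes in limma and 0 by the ordinary linear-model test. At an unadjusted p under 0.05 it had 456 and 464 probes, fewer than the 612.3 that would come by chance. The largest interactions were those of Rab4a, a GTPase of endosome recycling (1.73, adjusted p = 0.757), and Myh7, the β-myosin heavy chain of the fetal heart (-1.41, standard error 0.36, adjusted p = 0.877). In simulated values an interaction of 0.3 on the log2 scale was recovered for 7.46% of changed probes, one of 0.6 for 44.8% and one of 1 for 86.4%. The male count fell to 54 without male WT replicate 2, 68 without male WT replicate 4, 68 without male cs-ERα−/− replicate 2 and 77 without male cs-ERα−/− replicate 3. The female count fell to 35 without female WT replicate 1 and to 39, 50 and 47 without female cs-ERα−/− replicates 1, 2 and 3. From its data, the paper proposes that ERα modulates cardiac genes of transcription, metabolism and oxidative stress differently in each sex.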

Our study also identified novel genes that are potentially under direct regulation by ERα and whose role in the heart is yet unclear, and we have shown how their biological relevance can be identified through Wnt signaling. It is likely that alterations in the dietary pattern, aging, or induction of metabolic stress could reveal additional phenotypic and metabolic differences for which further studies could lead to a better understanding of cardiac biology and potentially, improved treatment in a sex-dependent manner.

## Supporting Information

Figure S1 **Hierarchical Cluster analysis of genotype significant genes from cardiac mRNA microarray results.** mRNA expression patterns were established for cardiac tissue from both male and female, ERα ^−/−^ and wild type mice. HCL analysis was performed on intensity data using partek genomic suites for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.
(DOCX)

Figure S2 **Hierarchical Cluster analysis of sex significant genes from cardiac mRNA microarray results.** mRNA expression patterns were established for cardiac tissue from both male and female, ERα ^−/−^ and wild type mice. HCL analysis was performed on intensity data using partek genomics suite for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.
(DOCX)

# Supplementary material for: An Animal Model with a Cardiomyocyte-Specific Deletion of Estrogen Receptor Alpha: Functional, Metabolic, and Differential Network Analysis
**Source:** PLoS One. 2014 Jul 7;9(7):e101900. doi: 10.1371/journal.pone.0101900
**Supplement:** Figure S1 — Hierarchical Cluster analysis of genotype significant genes from cardiac mRNA microarray results. mRNA expression patterns were established for cardiac tissue from both male and female, ERα −/− and wild type mice. HCL analysis was performed on intensity data using partek genomic suites for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.

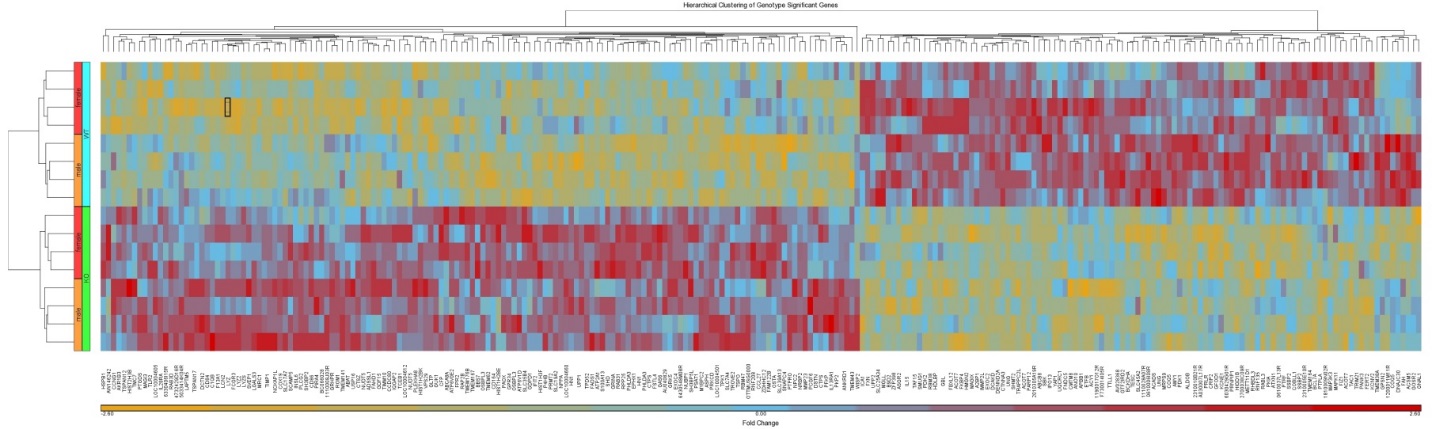

**Figure S1**

Hierarchical Cluster analysis of genotype significant genes from cardiac mRNA microarray results. mRNA expression patterns were established for cardiac tissue from both male and female, ERα ^-/-^ and wild type mice. 

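Each row of this heatmap is a probe that passed for genotype and each column is the heart of a mouse. By the methods, each gene was shifted to a mean of 0 and scaled to a standard deviation of 1 before clustering, so the colors compare mice within a gene and do not show how strongly it is expressed. Complete linkage joins clusters by their farthest members. As the probes were chosen for differing between genotypes, mice of a genotype fall together by construction of the list.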

HCL analysis was performed on intensity data using partek genomic suites for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.

# Supplementary material for: An Animal Model with a Cardiomyocyte-Specific Deletion of Estrogen Receptor Alpha: Functional, Metabolic, and Differential Network Analysis
**Source:** PLoS One. 2014 Jul 7;9(7):e101900. doi: 10.1371/journal.pone.0101900
**Supplement:** Figure S2 — Hierarchical Cluster analysis of sex significant genes from cardiac mRNA microarray results. mRNA expression patterns were established for cardiac tissue from both male and female, ERα −/− and wild type mice. HCL analysis was performed on intensity data using partek genomics suite for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.

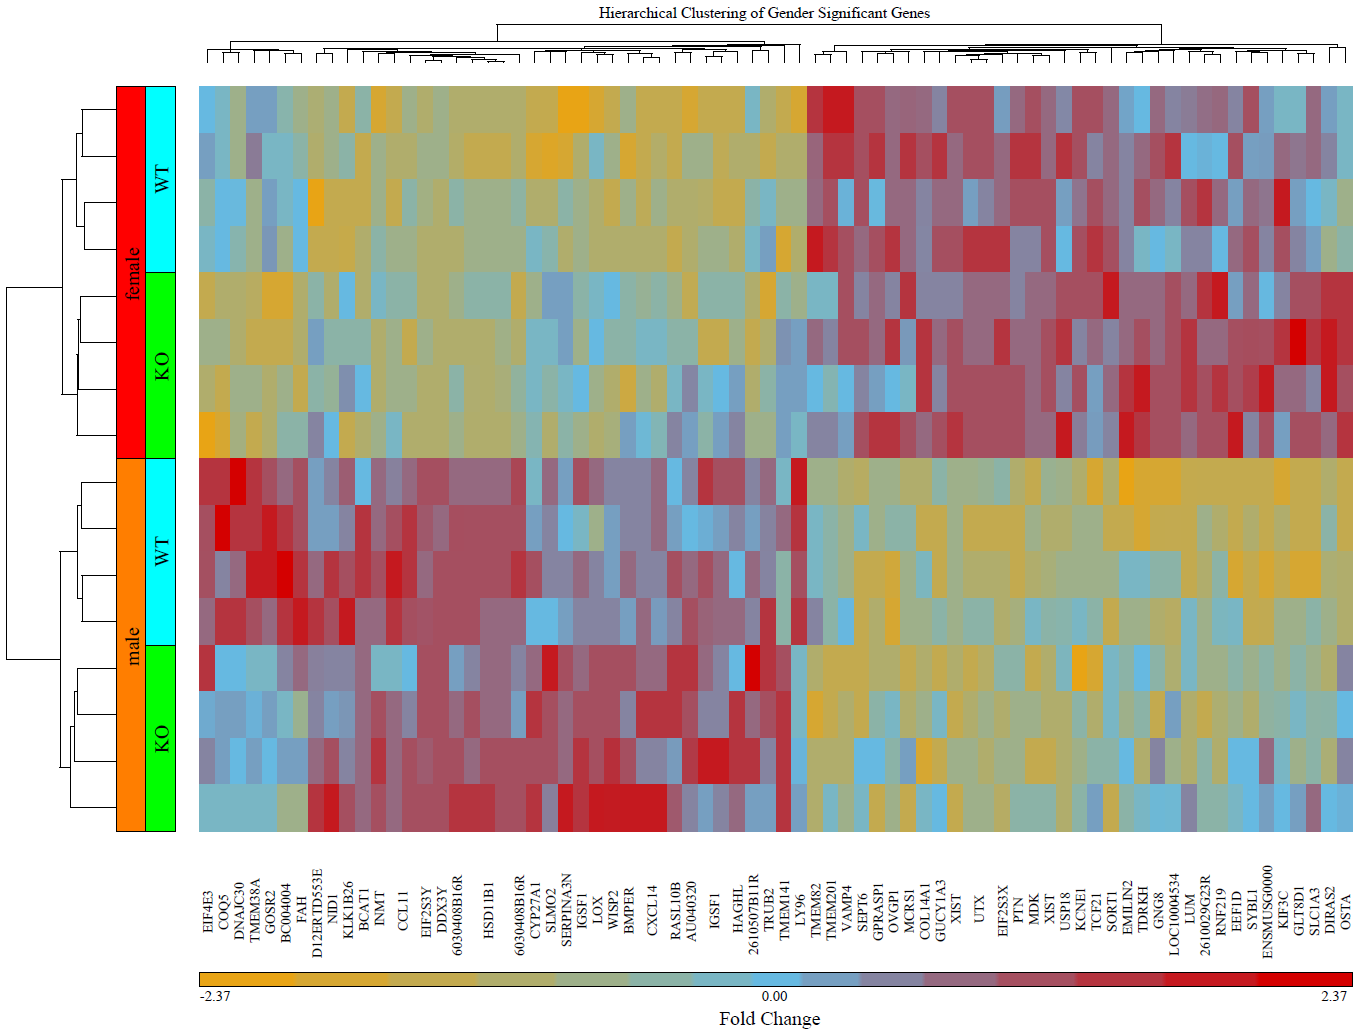

**Figure S2**

Hierarchical Cluster analysis of sex significant genes from cardiac mRNA microarray results. mRNA expression patterns were established for cardiac tissue from both male and female, ERα ^-/-^ and wild type mice. HCL analysis was performed on intensity data using partek genomics suite for the significant gene list. FDR (0.05) corrected genes with a p value of 0.05 or less were considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

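Cardiac RNA of 16 mice was measured on Illumina MouseRef-8 arrays, 1 array per mouse, in 4 groups of 4 mice (male and female WT, male and female cs-ERα−/−). Every array was used, and mice were grouped by the sex and genotype of their labels. No label names the BeadChip on which an array was run, and replicate numbers are not stated to mark litters or chips. The echocardiography, serum, qRT-PCR and MetaCore results of the paper are not analysed here.

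The authors scanned the arrays, imported them into Genome Studio and averaged the bead replicates of each probe. The deposited non-normalized signal of each probe is an intensity on a linear scale from which the authors' import had already subtracted background, since values fall below 0. The deposited p-value beside each signal is Genome Studio's detection p-value against the negative control beads of the same array, tied to its signal column by position, and each such column falls as its signal rises. The deposited normalized values are intensities that the authors normalized between arrays with the cubic spline, and they are on a linear scale, though the methods name a log2 export. Median non-normalized signals were 17.2 to 25.6 per array and 11492 to 12610 probes were detected, and pairs of arrays correlated at 0.988 to 0.995. The number of arrays limits the precision.

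The non-normalized signals were background-corrected, quantile-normalized and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. Of 25697 probes, 1719 carry no gene symbol and were tested without a name. A probe was kept when its detection p was under 0.05 on at least 3 of the 4 arrays of any group, which left 12246 probes, 11557 of them named, for 8581 genes. A gene is represented by its brightest kept probe, and a count of genes includes each gene with any called probe. Clec10a, Fzd1, Lef1, Myc, Stat5b, Esr1 and Esr2 did not pass the filter, and Akr1b3, Prlr, Gdf15 and Tcf7 are not reported here.

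A linear model with a mean per group was fitted with limma, and its variances were moderated with an intensity trend. It gave the genotype effect (cs-ERα−/− minus WT, averaged over sexes), the sex effect (female minus male, averaged over genotypes), their interaction, and the genotype effect in males and in females. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 over all kept probes, and adjusted p-values of single genes are those of limma. The model has no chip term. It was tested on simulated data with changes of known size, drawn with the spread of the real arrays.

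Gene lists, 28 in number, covered the paper's pathways (carbohydrate metabolism, fatty acid oxidation, lipid synthesis, insulin signaling and GLUT4 traffic, Notch, Wnt, estrogen receptor targets, reactive oxygen species, nitric oxide signaling, Toll-like receptor and JAK-STAT signaling, steroid metabolism), other processes (respiratory chain, p53 targets, stress and fetal genes, contraction and calcium, interferon response, unfolded protein response, immediate early genes, sex chromosome genes) and markers of other cells or tissues (myeloid cells, neutrophils and lymphocytes, fibroblasts, endothelium, smooth muscle, skeletal muscle, atrium, adipose tissue, red blood cells). For each list the called members were counted over all probes and when adjusted over the list alone. Each list was tested against all other genes with camera, with a preset correlation of 0.01 and with a correlation estimated from the arrays, and adjusted over the 28 lists. The genes named in the text are the 10 largest called rises and the 10 largest called falls by genotype and by sex, the 5 largest each way within each sex and for the interaction, up to 4 members of a list with the smallest p, the genes that the paper's text or Table 4 names, and Esr1, Esr2 and Myh6; other genes are named where a sentence gives the whole of a small class. The values in the paper's tables had been seen when this rule was written.

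Alternatives, each changing 1 choice apart from the ordinary model on the authors' values, which changes both values and test, were the authors' normalized values, no background correction, median scaling in place of quantile normalization, no probe filter, a filter on every group (10956 probes), moderation without the trend, an ordinary (unmoderated) linear model, which lacks the batch term of the methods, on these and on the authors' values, the replicate number as a block, the leading principal component of the residuals as a covariate, arrays of 1 sex only, an estimated correlation or the mean of a gene's probes for list tests, and leaving out each array in turn. Splits of the labels were drawn with a fixed seed, 100 for the factorial comparisons and all 35 within a sex. Gene positions came from the GRCm38.p6 gene table and were used only to group neighbouring genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.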

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

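Chosen only after their results were seen were the tests of red cell genes in each sex, of atrial tissue in a single sample, and of the fits without that sample.

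Markers of macrophages and other myeloid cells were higher in cs-ERα−/− hearts (list adjusted p = 6.49e-26 from camera, 0.0142 with an estimated correlation), a group the paper does not discuss, with 12 of its 31 genes in the paper's tables. Blood left in the hearts would raise hemoglobin and other red cell genes too, and in males these had a median log2 change of -0.245 while the myeloid median was 0.323, which argues against blood as their source there. Over both sexes the red cell median was 0.0441 and in females 0.349, and only 4 genes of that list were measured, so in females blood cannot be told apart from a change in the heart. A lower share of cardiomyocyte RNA would raise the markers of every other cell type. The endothelial median of -0.103 and the smooth muscle median of -0.0437, against the myeloid 0.351, go against that. The fibroblast and matrix median of 0.0791 and the contraction median of -0.0473 go with it. These values argue against a lower share as the whole source of the myeloid rise and leave a part in it open. More myeloid cells in the tissue, or higher expression in each, may lie behind the rise, and neither these nor an effect of Cre without loss of ERα could be tested in whole hearts.

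Atp2a1, Mybpc2, Nppa and Nppb rose in cs-ERα−/− hearts averaged over sexes, Nppb with a log2 change of 0.63 in males and 0.10 in females (adjusted p = 0.861 in females) and a call over both sexes in 6 of 10 alternatives (0.0236 to 0.165) and 9 of 16 fits that leave out 1 array, and stress and fetal genes (adjusted p = 2.63e-09; 0.00171 with an estimated correlation) and skeletal muscle genes (0.00288; 0.0281 with an estimated correlation) passed as lists that the paper does not analyse. In these 2 lists, 5 stress genes and 2 skeletal muscle genes stand in Table 2. Neither list was retested without them, so they are not evidence apart from the named genes. Skeletal muscle tissue in the samples would raise all abundant genes of that tissue. The 8 measured apart from Atp2a1, Mybpc2 and Acta1 had a median of -0.0327 over both sexes, although Tnni2 rose by 0.68, and Acta1, left out of them, rose by 1.03. In females the whole list of 11 had a median of 0.238, against 0.142 in males. The 8 genes were not tested within a sex, so their median does not settle it for the female samples. More atrial tissue in cs-ERα−/− samples was tested by Myl7, Myl4 and Sln, whose mean log2 change of 0.633 came from 1 heart (female cs-ERα−/− replicate 4), was -0.0539 without it, and so argues against atrial tissue in the 7 other samples; without that 1 female knockout sample 4 of the 4 genes were still called (Atp2a1 1.48, Mybpc2 0.89, Nppa 1.08 and Nppb 0.35 on the log2 scale). In that heart Myl7 was at 10.13 against 4.52 to 5.64 in the other 15, and a median deviation of 0.191 of 7 further atrial genes, higher than 98.5% of random lists, makes atrial tissue a candidate source for it. Targets of p53 were also higher (adjusted p = 0.000408 from camera, 0.0142 with an estimated correlation), as a response to Cre recombinase would have them, and Cre cannot be separated from the loss of ERα in these mice. Of these targets 3 stand in Table 2, and the 21 others had an unadjusted p of 0.00678 from camera (0.0118 with an estimated correlation).

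In 12 of 172 tests in a group of 4 mice, 1 mouse lay far from the others, where chance alone gives about 1 in 20 groups (8.6 here), measured as the gap to the nearest mouse over the range of the group. The tests covered single genes, the median signal and the number of detected probes. Myl7, Myl4 and Sln were added to the genes with the largest rises and falls and are among the 12, so the count is not that of a blind screen. Female cs-ERα−/− replicate 4 stood apart for Myl7 (0.956), Myl4 (0.953), Sln (0.952), Mybphl (0.879) and Dkk3 (0.856). Single mice stood apart for Smim41 (0.967) and Cxcl14 (0.9) in female WT replicate 2, Ctnna3 (0.931) in female WT replicate 4, Exoc2 (0.862) in female WT replicate 3, Gsta1 (0.877) in female cs-ERα−/− replicate 3, Mdk (0.859) in female cs-ERα−/− replicate 2 and Rgs2 (0.857) in male cs-ERα−/− replicate 3.

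The genotype effect differed between sexes for 4 lists by the interaction test of camera, and for none of them with an estimated correlation. The effect on stress and fetal genes was lower in females, with 15 of 22 negative (adjusted p = 0.0174; adjusted p = 0.175 with an estimated correlation). Immediate early genes were also lower in the female effect, with a median interaction of -0.25 and 15 of 16 genes negative (0.000652; 0.298 with an estimated correlation). Red cell genes were higher, with a median of 0.609 (0.000652; 0.123 with an estimated correlation), and so were interferon genes, with 23 of 27 positive (0.0186; 0.676 with an estimated correlation), though without female cs-ERα−/− replicate 2 that list turned lower (0.879), and 9 of 16 fits that leave out 1 array called it (2.24e-05 to 0.879). Permuted labels gave a median of 3 called lists and up to 11 for the interaction, and 0 genes of these lists passed in limma over all probes.

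Named genes called for genotype that are not in Table 2 numbered 222, and those called for sex that are not in Table 3 numbered 86. Among the former are Acta1 and Mybphl, the last with a log2 change of 1.07 (adjusted p = 0.0399) that was 0.71 (0.0026) without female cs-ERα−/− replicate 4, called in 5 of 10 alternatives and in 6 of the 16 fits that leave out 1 array.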

How the results depend on the processing

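All alternatives reported here were planned. The planned comparison with and without the chip could not be fitted, since no label names the chips, so every model here is without it, and a change of sign in a result called neither way counts as kept. For single genes 406 of those tested under median scaling kept their direction and side of the threshold, 57 lost a call and 0 gained one, and under the authors' normalized values 447 kept, 10 lost and 6 gained. Leaving out 1 array kept 7113 such results, ended 213 calls and added 55. Median scaling gave 131 probes for genotype, 79 for sex, 46 in males and 31 in females, 7 genes shared by both comparisons, 56 called genes of Table 2 and 9 of Table 4, 7 in the fullest chromosome window and 7 interaction lists. Without the intensity trend 56 probes passed in males and 32 in females. The ordinary linear model gave 80 for sex, 38 in males, 26 in females and 9 shared genes, and on the authors' values 284 for genotype, 87 for sex, 38 in males, 27 in females, 9 shared genes and 8 in the window. The residual principal component gave 136 in females and 23 in the window, where added calls are little support, as it is drawn from the residuals of the same fit. Replicate number as a block gave 537 for genotype and 178 for sex, though 9 of 16 samples correlated best with a sample of their own number, and only the pairs of number 4 all correlated over 0.1 (0.112 to 0.204). With that block the myeloid genes Laptm5 (0.0127, in a range of 0.0127 to 0.825 over 10 alternatives), Mrc1 (0.0311, in a range of 0.0311 to 0.757) and Lgals3 (0.0352, in a range of 0.0352 to 0.579) were called lower in females. An estimated correlation left 4 lists for genotype, 0 for sex, 0 for the interaction, 1 in males and 5 in females, and gave fatty acid oxidation an adjusted p of 0.157 (2.4e-05 to 0.157 over its alternatives). The cause was not tested for any of these. Leaving out 1 array gave 341 to 459 probes for genotype, 109 to 210 for sex, 0 for the interaction, 54 to 128 in males (54 and 68 without male WT replicates 2 and 4, 68 and 77 without male cs-ERα−/− replicates 2 and 3) and 35 to 95 in females (35 without female WT replicate 1, 39, 50 and 47 without female cs-ERα−/− replicates 1, 2 and 3), 15 to 20 shared genes, 190 to 192, 53 and 21 genes with the direction of Tables 2, 3 and 4, and 140 to 152, 37 to 44 and 15 to 18 called, and 11 to 17 genes in the window. Lists called were 9 to 12 for genotype, 4 to 7 for sex (4 without male cs-ERα−/− replicate 4), 3 to 6 for the interaction, 4 to 10 in males (4 without male cs-ERα−/− replicate 3) and 9 to 15 in females (9 without female WT replicate 3). Without female cs-ERα−/− replicate 2 the interferon list turned lower for the interaction (0.879, in a range of 2.24e-05 to 0.879 over the arrays left out) and for genotype in females (0.989, in a range of 1.14e-06 to 0.989). Signal near background limits genes such as Amy1, Esr1 and Esr2.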

Differences from the paper's values

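The counts below use an adjusted p under 0.05, as the paper's do unless stated. A count falls within the paper's value when neither is more than 1.5 times the other. Of probe sets called by genotype the paper reports 254, and the model here called 458; alternatives set before the data were examined that fall within the paper's value are no probe filter (337), no intensity trend (345), and the ordinary linear model on these values (323) and on the authors' normalized values (284), and those that do not are the authors' normalized values with moderation, no background correction, median scaling, the strict filter, the replicate block and the principal component. Of the fits that leave out 1 array, those without male WT replicate 1 (367) or 2 (355), female WT replicate 1 (341), male cs-ERα−/− replicate 3 (364) or female cs-ERα−/− replicate 1 (378), 2 (381) or 3 (362) fall within it, and the others do not. The paper's 208 genotype genes stand against 387 here, with the same alternatives within (286, 297, 282 and 245) and outside, and of the fits that leave out 1 array those without male WT replicate 2 (300), female WT replicate 1 (292), male cs-ERα−/− replicate 3 (308) or female cs-ERα−/− replicate 3 (307) within. Of probe sets called by sex the paper reports 74 against 155 here, and median scaling (79), no intensity trend (105) and both ordinary linear models (80, and 87 on the authors' values) and the fit without female WT replicate 3 (109) fall within the paper's value, while the others do not. The paper's 56 sex genes stand against 130 here, and median scaling (64) and both ordinary linear models (67, and 71 on the authors' values) fall within it, while the others do not. The paper states 8 genes shared by both comparisons against 19 here, and median scaling (7) and both ordinary linear models (9 each) fall within it, while the others do not; the symbols shared by the paper's Tables 2 and 3 number 9.

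Of 195 genes of Table 2 that were measured, the fold differed from the paper's for 14, and of 55 genes of Table 3 for 10. A fold differs when its sign does or when the log2 values lie further apart than the SD of the replicates here. Every alternative used the probe of a gene that is brightest here, so none of them tests the choice of probe. Folds are given as in the paper, negative for a lower level, with the paper's value named. For genotype, the paper's 1.67 for Ankrd1 stands against 1.41, its 1.34 for Asph against -1.2, its -1.14 for Gosr2 against 1.11, its 1.29 for Magi3 against 1.06, its 1.16 for Pkp2 against 1.09, its -1.15 for Rnf135 against 1.06 and its -1.18 for Trim21 against 1.05, and none of the 10 alternatives apart from leaving out arrays comes within the paper's value for these. Median scaling does so for Ctps (the paper's 1.15 against 1.21) and for Eri3, the paper's Prnpip1 (-1.17 against -1.1), and the others do not. The authors' normalized values, no background correction and the ordinary linear model on the authors' values do so for Dennd2a (the paper's -1.64 against -1.78), Slc51a, the paper's Osta (1.47 against 1.73), Parp12 (the paper's -1.45 against -1.65), Rpp25 (the paper's 1.46 against 1.59) and Shd (the paper's 1.43 against 1.65), and the other alternatives do not. For Pkp2 and Rpp25, 6 of the 16 fits that leave out 1 array come within the paper's value, for Eri3 5, and for Dennd2a and Parp12 1.

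For sex, the paper's -1.11 for Coq5 stands against 1.02, its -1.14 for Eif4e3 against -1.04, its -1.12 for Gosr2 against -1.02 and its 1.17 for Tmem201 against -1.02, and no alternative apart from leaving out arrays comes within these. The authors' normalized values, no background correction and the ordinary linear model on the authors' values do so for Bcat1 (the paper's -1.2 against -1.33), Ccl11 (the paper's -1.75 against -2.22), Diras2 (the paper's 1.2 against 1.32), Slc51a (the paper's 1.27 against 1.4), Ovgp1 (the paper's 1.22 against 1.36) and Ptn (the paper's 1.78 against 2.06), and the other alternatives do not. For Slc51a, 6 of the 16 fits that leave out 1 array come within the paper's value, for Diras2 5, and for Gosr2 1. Another probe of the gene was called in the direction of the paper for Ankrd1 (log2 0.92), Asph (0.57), Magi3 (0.52), Pkp2 (0.21), Eri3 (-0.24) and Rnf135 (-0.25) by genotype and Eif4e3 (-0.18) by sex. Gosr2 (-0.17) and Trim21 (-0.257) by genotype and Coq5 (-0.131) and Gosr2 (-0.134) by sex had another probe in that direction, not called. For these genes the difference from the paper may lie in the probe used.

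The paper states that Notch1, Il13ra1 and Il28ra are higher in cs-ERα−/− hearts, and here Notch1 (-0.08, adjusted p = 0.712), Il13ra1 (0.14, 0.131) and the brightest probe of Ifnlr1 (0.17, 0.195) were not called in limma, though another Ifnlr1 probe was (0.30, 0.0284); none of the 10 alternatives called Notch1. It states that Ly96 and Pf4 are lower in females, where the differences here were -0.07 (adjusted p = 0.681) and -0.08 (0.734). It names Emilin2 and Haghl among genes that differ by sex, where Emilin2 had an adjusted p of 0.0586 and passed with the authors' normalized values (0.0447), the replicate block (0.0205), the principal component (0.0251) and in 4 of the 16 fits that leave out 1 array, and Haghl passed at its other probe (0.0188). It places Abca8a, Etfb, Fiz1 and Gas6 in Table 4, which were not called here, each with the direction of the table. Fiz1 passed with the ordinary linear model (0.0127), with that model on the authors' values (0.0102) and with the principal component (0.0438). As that component is drawn from the residuals of the same fit, passing with it is little support for Emilin2, Fiz1 or Gas6. Gas6 passed with the replicate block (0.0266), the principal component (0.0184) and without male cs-ERα−/− replicate 4 (0.0324) or female cs-ERα−/− replicate 4 (0.0288), and Abca8a without male cs-ERα−/− replicate 4 (0.047) or female cs-ERα−/− replicate 3 (0.0334). Over the whole of Table 2, 165 of 195 measured genes had a called probe, and over Table 3, 44 of 55. The paper states that Wnt pathway members are affected differently in males and females, from a comparison for which it relaxed the false discovery rate without stating a value, so thresholds differ, and limma called 0 of 27 genes for the interaction here, with 1 of 27 at an unadjusted p under 0.05. It states that no random combination of arrays gave a call until a higher false discovery rate, where 6 of 99 other splits of the genotype labels and 2 of 99 of the sex labels called a probe here; the paper combined all arrays at random, and the splits here exchange labels within sex or within genotype, so the randomizations differ.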

Other observations

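The tests of chromosome windows by random position, gene density, gene families and the surroundings of Esr1 were chosen after the calls were seen.

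By the brightest probe of each, genes of contraction and calcium handling had 5 falls and 0 rises among 34 measured in cs-ERα−/− hearts (7 falls and 1 rise when adjusted over the list alone). One of the falls was Asph (-0.267, adjusted p = 0.00578 from limma), another probe of which rose (0.568, adjusted p = 0.00137). A further probe of Pkp2 rose too (0.21, adjusted p = 0.0137). Of the list, 6 genes stand in Table 2. Kcnv2, a modulator of potassium channels, fell by 0.58 on the log2 scale (standard error 0.09, adjusted p = 0.000375 from limma), and Jph2, which holds the sarcoplasmic reticulum to the T-tubule, fell by 0.27 (adjusted p = 0.0335; called in 7 of 10 alternatives, 0.0276 to 0.372, and in 5 of 16 fits that leave out 1 array). The list had an adjusted p of 0.0312 (adjusted p = 0.0807 with an estimated correlation, in a range of 0.011 to 0.141 over 9 alternatives), and its call also ended on the authors' normalized values and without male cs-ERα−/− replicate 3 (0.0846). In the vessel wall, Acta2, the smooth muscle actin, rose by 0.52 (adjusted p = 0.00372; 0.0556 with the ordinary linear model, in a range of 0.00032 to 0.0627 over 10 alternatives) and Higd1b, a pericyte gene, fell by 0.31 (adjusted p = 0.00436; 0.0977 with median scaling, in a range of 0.00242 to 0.0977), and the smooth muscle list had an adjusted p of 0.41 (0.708 with an estimated correlation). Endothelial genes had 17 of 20 negative signs and 1 call, Ramp2, a coreceptor of adrenomedullin (-0.16, adjusted p = 0.0438; called in 5 of 10 alternatives, 0.0345 to 0.4, and in 4 of 16 fits that leave out 1 array), with a list adjusted p of 0.0023 (adjusted p = 0.274 with an estimated correlation).

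Matrix genes of fibroblasts rose for 6 of 35 and fell for 0 (10 and 0 when adjusted over the list alone), and the list had an adjusted p of 2.14e-05 (adjusted p = 0.24 with an estimated correlation). After Timp1 the smallest p were those of the collagen-binding proteins Ccdc80 (0.31, adjusted p = 0.00272) and Dcn (0.18, adjusted p = 0.00753), while Ccn5 rose by more (0.46, adjusted p = 0.00937). Median scaling ended the calls of Ccdc80 (0.116, in a range of 0.00151 to 0.116 over 10 alternatives) and Dcn (0.604, in a range of 0.0056 to 0.604). Of 11 skeletal muscle genes 4 rose, and of 9 atrial genes 2 rose, Nppa and the chaperone Clu (0.31, adjusted p = 0.00013; 0.132 with median scaling, in a range of 3.87e-05 to 0.132), with an atrial list adjusted p of 0.0157 (adjusted p = 0.0992 with an estimated correlation) and 0.052 without female cs-ERα−/− replicate 4. Of 27 interferon genes, Parp12 fell by 0.72 and Ifit2 rose by 0.33 (0.107 with median scaling, in a range of 0.00196 to 0.107 over 10 alternatives). Rtp4 (0.46, adjusted p = 0.0369) was called in 4 of 9 alternatives (0.0284 to 0.173) and in 4 of 16 fits that leave out 1 array, and the list had an adjusted p of 0.0611 (0.708 with an estimated correlation, 0.00203 to 0.953 over the arrays left out). No gene was called by genotype in limma among those of nitric oxide signaling (list adjusted p = 0.6), immediate early genes (0.959), hemoglobins (0.879), neutrophils and lymphocytes (0.828), adipose tissue (0.649) and the sex chromosomes (0.474). Among these, Kdm5c of the X chromosome was called on the authors' normalized values (0.0468, in a range of 0.0468 to 0.233 over 9 alternatives), Nos3 without female cs-ERα−/− replicate 1 (0.0212) and Cox7a1 without male cs-ERα−/− replicate 4 (0.00839). In the comparison of females with males, averaged over genotypes, the list of carbohydrate metabolism was lower in females (0.0184; 0.455 with an estimated correlation) and that of the unfolded protein response higher (0.0101; 0.684 with an estimated correlation).

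Other splits of the labels were fitted in the same way, and a split counts when it calls as many as the real one, which is itself included. Only the real labels reached their count for genotype (458 against at most 5, 1 of 100 splits) and for sex (155 against at most 1, 1 of 100). The same held for genotype in males (117 against at most 1, 1 of 35) and in females (87 against at most 7, 1 of 35). These counts argue against a chance division of the mice. The shares are the lowest that so many splits can give, and the splits do not test a difference between chips. For the interaction the real labels called 0 and other splits up to 2, and since every split calls at least 0 (100 of 100), the splits say nothing about it. Called lists by genotype were 11 against at most 14 in other splits, a number 4 of 100 splits reach, and by sex 7 against at most 9, which 8 of 100 reach. The genotype number is uncommon among permuted labels, but these also reach a higher count, so chance is excluded for neither.

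A chromosome segment of another strain, carried with the transgene, would gather genotype calls in a window. The fullest window of 20 Mb held 14 of 150 tested genes, on chromosome 11 of GRCm38.p6, and a share of 0.621 of 10000 random gene sets had as many in theirs. By the smallest binomial p the window was on chromosome 13, with 12 of 66 genes called, 7 of them histone genes such as H2bc12 and H3c7, a share of 0.0192 of random sets. With 1 gene kept per family the smallest binomial p lay on chromosome 6, with 7 of 42 genes called and a share of 0.56, and the largest count had a share of 0.696, so the window on chromosome 13 may stand out because its histone genes count one by one. The 7 genes on chromosome 6 were Kcnd2, Tspan12, Exoc4, Akr1b10, Chrm2, Parp12 and Dennd2a, the last with the largest fall by genotype. Chrm2 was called by another probe than its brightest (0.012, adjusted p = 0.973 from limma). The signs by sex below are those of the brightest probe, for Chrm2 0.16 in males and -0.137 in females. Within 20 Mb of Esr1, 2 of 47 genes were called, Ccn2 and Rab32 (one-sided Fisher's exact p = 0.633). WT mice carry the floxed allele too, so a segment beside it would not differ between genotypes and this test cannot show one. In the window on chromosome 6, 85.7% of called genes had 1 sign in both sexes against 99.3% elsewhere, but genes called on the average of both sexes have 1 sign in both almost by selection, so this tests nothing and a segment carried with the transgene stays open.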
